# Cytosine methylation contributes to the fitness of *Caulobacter* cells naturally expressing a Vsr-like protein

**DOI:** 10.1016/j.isci.2026.114749

**Published:** 2026-01-20

**Authors:** Noémie Matthey, Giorgia Wennubst, Nicolas Pellaton, Karolina Bojkowska, Julien Marquis, Justine Collier

**Keywords:** Properties of biomolecules, Epigenetics, Microbial genomics, Transcriptomics

## Abstract

The role of methylated cytosines introduced into bacterial genomes by solitary DNA methyltransferases often remains elusive. Here, we show that the solitary cytosine methyltransferase ScmA of *Caulobacter crescentus* methylates thousands of YGCCGGCR motifs in its genome and that wild-type cells outcompete *ΔscmA* mutant cells. Transcriptomic and single-cell analyses reveal that a DNA damage response is turned on in a significant proportion of *ΔscmA* cells and that this response is strictly dependent on the Vsr-like protein VsrA. Although the *vsrA* gene is not genetically linked to *scmA* or to any other cytosine methyltransferase gene, VsrA is predicted to be a mismatch repair (MMR) endonuclease preventing 5mC-to-T mutations. In *ΔscmA* cells, VsrA may accidentally cause double-strand breaks (DSBs) during MMR, leading to reduced fitness. These findings suggest that *vsr*-like genes can stabilize solitary cytosine methyltransferase genes in bacterial genomes, potentially explaining their prevalence despite the frequent absence of detectable regulatory roles.

## Highlights

• Unmethylated DNA motifs can expose *Caulobacter* to genotoxic stresses and fitness losses
• Vsr-like proteins can be induced during bacterial DNA damage responses
• Vsr-like proteins can stabilize cytosine methyltransferase genes in bacterial genomes
• Cytosine methyltransferases may not be genetically linked with their cognate Vsr

## Introduction

DNA methylation is a process that is widespread throughout all kingdoms of life. Such targeted chemical modifications of bases in genomes can modulate the binding of specific DNA binding proteins and thereby act as epigenetic signals that can influence gene expression.^1^^,^^2^^,^^3^ In eukaryotic genomes, C5-methyl-cytosines (5mC) were shown to be linked with a variety of human diseases including immunodeficiency and cancer.^4^ In bacteria, N6-methyl-adenines (6mA), 5mC, and/or N4-methyl-cytosines (4mC) are found in ∼93% of sequenced genomes and such methylated bases can represent up to 4% of all the bases of a bacterial genome.^5^^,^^6^ As in eukaryotes, methylated bases can influence gene expression through epigenetic processes in bacteria, but they can also play an important role in recognizing self-DNA during horizontal gene transfer (HGT) events and in protecting bacteria against phage infections.^1^^,^^7^

DNA methyltransferases (MTases) are the enzymes that can add methyl groups onto bases located in specific DNA motifs during a post-replicative process.^8^ In bacteria, most of the adenine/cytosine MTases are parts of so-called restriction-modification systems (RMS).^5^^,^^9^ In this case, the MTase gene is either located right next to a cognate restriction endonuclease (RE) gene or both activities are encoded by the same gene. The cognate RE recognizes the same DNA motif as the one methylated by the MTase but only when it is not methylated.^10^ Non-methylated motifs are often found on incoming DNA during HGT events or on phage genomes, which is how RMS can act as efficient phage defense mechanisms and limit HGT via RE-mediated DNA cleavage. Still, a significant proportion of the bacterial DNA MTases do not appear to be parts of RMS as they are not encoded by a gene located next to a predicted RE gene; in this case, they are called “solitary” (or “orphan”) DNA MTases.^5^^,^^11^

Bacterial solitary DNA MTases may have evolved from degenerate RMS or may have originated from incomplete transfers of mobile genetic elements (MGEs) as many RMS are found in such elements.^7^^,^^11^^,^^12^^,^^13^ Interestingly, even though they can then no longer act as RMS, a subset of these have acquired new roles in a diversity of biological processes such as DNA mismatch repair (MMR) and/or the regulation of chromosomal replication or gene expression.^6^^,^^7^^,^^14^^,^^15^^,^^16^^,^^17^ Bacterial epigenetic processes can, for example, regulate cell cycle progression, developmental pathways, or virulence. It is, however, interesting to note that most of the solitary DNA MTases that have been shown to play a regulatory role in bacteria are adenine MTases generating 6mA epigenetic signals.

Despite their frequent occurrence, the exact biological role of solitary cytosine MTases creating 5mC bases in bacterial genomes usually remains elusive^7^ except for rare examples from *Gammaproteobacteria* and from Group B *Streptococci* (GBS). First, the Dcm cytosine MTase of *Escherichia coli* (*E.coli*) has been shown to influence stationary phase gene expression, thereby improving the fitness of cells under these conditions.^18^^,^^19^^,^^20^ Second, the VchM cytosine MTase of *Vibrio cholerae* (*V. cholerae*) has been shown to repress the expression of chaperonin-encoding genes (*groESL-2*), playing a role in the tolerance of this bacterium to aminoglycosides^21^ and maybe also in its capacity to infect its hosts.^22^ An example is the Dcm cytosine MTase of GBS that has a major impact on its transcriptome, especially concerning genes encoding proteins involved in carbohydrate transport and metabolism.^23^

The frequent occurrence of 5mC bases in bacterial genomes is even more intriguing if we consider that these have been shown to be significantly more mutagenic than non-methylated bases, potentially constituting a threat for genome integrity.^24^^,^^25^ Indeed, 5mC bases that get accidentally deaminated into T can generate C-to-T mutations if resulting TG mismatches are not detected and repaired on time before the next round of DNA replication. In addition, the spontaneous deamination of 5mC occurs at a higher rate than non-modified C, generating C-to-T transition hot-spots at DNA motifs methylated by cytosine MTases in genomes.^26^ Thus, it has been proposed that cytosine MTases may have a significant impact on the rate of evolution of bacterial genomes.^27^^,^^28^ Still, some bacteria have developed dedicated repair systems, known as very short patch (VSP) repair systems, that can detect and then repair TG mismatches in DNA motifs that were initially methylated by cytosine MTase(s).^24^^,^^29^^,^^30^ In these cases, a so-called Vsr endonuclease detects the TG mismatch in the target motif and then catalyzes a nick of the DNA strand containing the T to initiate its removal by a helicase and its replacement with a C through the resynthesis of a short DNA patch by the DNA Pol I. This bacterial VSP repair process was first discovered in *E. coli* where Vsr^Ec^ detects TG mismatches in CCWGG motifs initially methylated by Dcm.^24^^,^^30^ In this case, the *vsr* gene is located downstream of its cognate *dcm* gene and co-transcribed from the same operon.^31^ Later, several other Vsr proteins from a variety of *Neisseria gonorrhoeae*^32^^,^^33^ and *Neisseria meningitidis* strains^34^ have been characterized. These bacteria often have more than one cytosine MTase and Vsr proteins, but *vsr* genes still appear to stay genetically linked with (sometimes truncated) cytosine MTase genes (solitary or parts of RMS). *In vitro* experiments showed, however, that a few of these Vsr proteins can recognize TG mismatches in relatively degenerate motifs,^32^ suggesting that they may be functionally linked with more than one cytosine MTase even if not genetically linked. In some cases, strains carry cytosine MTase genes but no *vsr*-like genes anywhere on the genome.^9^

Despite recent progress in the field of bacterial epigenetics/epigenomics, essentially nothing is known about the biological role and the impact of solitary cytosine MTases in the very diverse class of *Alphaproteobacteria* despite their high prevalence.^5^^,^^9^ To address this question, the *Caulobacter crescentus Alphaproteobacterium* model appears a prime choice, especially since an analysis of its methylome at different times of its cell cycle has shown that two different DNA motifs carry 5mC bases^35^ and since we have already shown that 6mA bases on this genome can play a critical role in cell cycle regulation and survival.^15^^,^^36^^,^^37^ Consistent with the existence of two DNA motifs carrying 5mC bases, *C. crescentus* encodes two predicted cytosine MTases: CCNA_03741 and CCNA_01085 (also known as M.CcrNAIV and M.CcrNAV, respectively, in REBASE^38^). Their genes are not genetically linked with a gene annotated to encode an obvious RE and can thus both be classified as solitary DNA MTases.^35^ Here, we dissected the potential influence of the solitary cytosine MTase CCNA_01085, now named ScmA, in *C. crescentus*. We constructed a *ΔscmA* mutant and used it to study the impact of ScmA-dependent methylation on *C. crescentus* phenotypes, on its fitness and on its transcriptome. These analyses revealed that ScmA protects cells from DNA damage that can be induced by the CCNA_02930 Vsr-like protein that is now named VsrA. For this reason, wild-type cells largely outcompete *ΔscmA* cells during standard growth conditions. Interestingly, the *vsrA* gene is not genetically linked with the *scmA* gene despite the functional link that we discovered, revealing an original gene positioning architecture compared to previously characterized systems.

## Results

### ScmA methylates the first cytosine in YGCCGGCR motifs

ScmA (CCNA_01085) was predicted to be a solitary type II cytosine MTase since its gene is neither genetically linked with a predicted RE-encoding gene (Figure 1A), nor encoding a putative endonuclease activity (like RMS IIG).^9^^,^^35^^,^^39^ Consistent with this, we easily constructed a *ΔscmA* mutant strain, demonstrating that ScmA is not essential to protect the *C. crescentus* genome against a lethal RE activity as expected for MTases that are parts of RMS.

**Figure 1:**
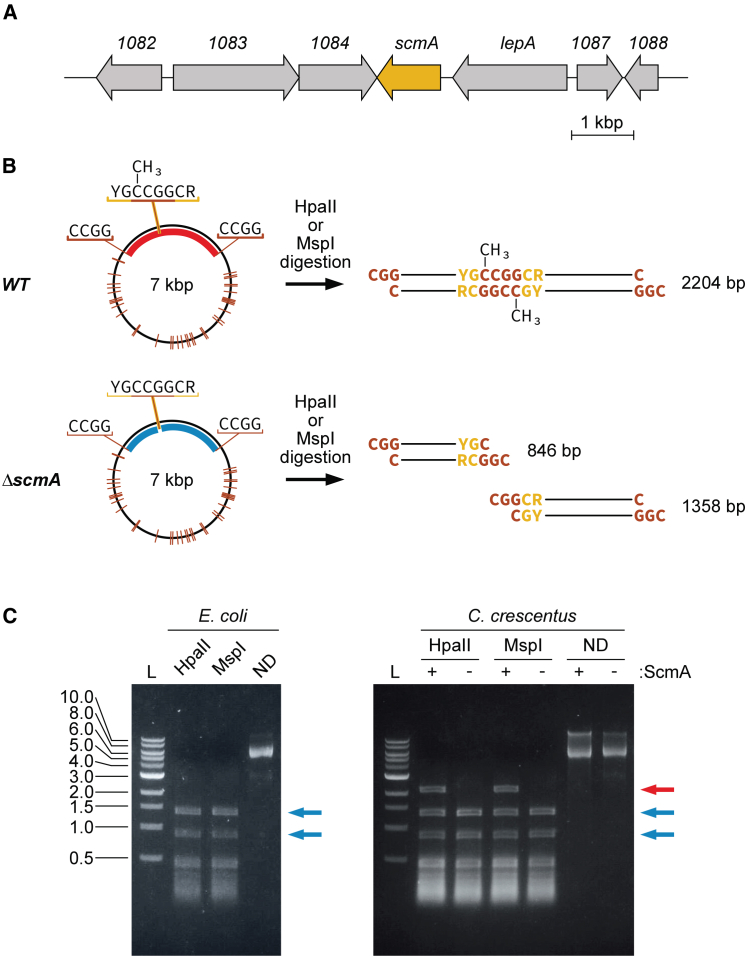
ScmA methylates the first cytosine in YGCCGGCR motifs (A) Schematic showing the organization of genes around *scmA* (*CCNA_01085*) on the *C. crescentus* NA1000 chromosome. Genes of unknown function are shown using their *CCNA* numbers. (B) Map of the pBX-1motif plasmid (left) showing the position of the unique YGCCGGCR motif and of the 40 other CCGG motifs (orange lines). These motifs are all cut by the 5mC-sensitive HpaII and MspI restriction endonucleases. The right images show the size (bp) of the expected large restriction fragments following digestion with HpaII or MspI in *WT* or *ΔscmA C. crescentus* cells if ScmA can methylate the first cytosine of the unique YGCCGGCR motif found on that plasmid. (C) Image of an agarose gel showing the size of the restriction fragments detected after a digestion of the pBX-1motif plasmid using HpaII, MspI or no enzyme (non-digested; ND). Prior to digestion, pBX-1motif was extracted from *E. coli* TOP10 cells (left) or from *WT* (JC450; +) or *ΔscmA* (JC2005; -) *C. crescentus* cells (right). Blue arrows highlight the two large restriction fragments (846 and 1,358 bp) obtained if the first C in the YGCCGGCR motif is not methylated (HpaII and MspI can then cut the CCGG motif included in that larger motif); the red arrow highlights the unique large restriction fragment obtained (2,204 bp) if the first C in the YGCCGGCR motif is methylated (HpaII and MspI can then not cut the CCGG motif included in that larger motif). L: DNA ladder (kbp).

Our previous *C. crescentus* methylome analysis suggested that ScmA may methylate the first C in 5′-YGCCGGCR-3′ motifs since this was the only remaining detected DNA motif containing 5mC that is not methylated by the second cytosine MTase (CCNA_03741) found in this bacterium.^35^ To confirm this by-default prediction, we used an experimental method based on using 5mC-dependent RE to digest DNA with a motif that is expected to contain a modified 5mC (Figure 1B).^28^ We first constructed a plasmid (named pBX-1motif) containing a single YGCCGGCR motif and introduced it into *E. coli* cells (control) or into *WT* and *ΔscmA C. crescentus* cells. The pBX-1motif plasmid was then extracted from each strain and its capacity to be restricted by HpaII or MspI was tested *in vitro*. HpaII cuts CCGG motifs but only when none of its cytosines are methylated, while MspI cuts non-methylated CCGG motifs (like HpaII) or CCGG motifs with 5mC at the second position.^38^ When the pBX-1motif plasmid was extracted from *E. coli* cells that do not encode a cytosine MTase that can methylate a CCGG motif, the digestion pattern consisted of two large restriction fragments of ∼846 and ∼1,358 bp (Figure 1C) together with many smaller ones, exactly as expected if neither of the two C found in the unique YGCCGGCR motif engineered on this plasmid are methylated (Figure 1B). Instead, when the pBX-1motif plasmid was extracted from *WT C. crescentus* cells, we observed a third large restriction fragment of ∼2,204 bp = (846 + 1,358 bp) when it was digested with either HpaII or MspI (Figure 1C), demonstrating that the first cytosine of the YGCCGGCR located inside this larger restriction fragment was often methylated (5mC), protecting it from digestion by HpaII and MspI (Figure 1B). Importantly, when this plasmid was instead extracted from *ΔscmA C. crescentus* cells, the protected ∼2,204 bp fragment could no longer be detected (Figure 1C), demonstrating that ScmA is indeed the cytosine MTase that can methylate the first cytosine of the unique YGCCGGCR motif of this test plasmid in *WT C. crescentus* cells.

It is noteworthy that we could still detect the ∼1,358 and ∼846 bp restriction fragments, although at lower levels, following the digestion of the test plasmid extracted from *WT C. crescentus* cells (Figure 1C). This observation suggests that a certain proportion (estimated at ∼1/3) of the plasmid molecules were not efficiently methylated by ScmA in the *WT C. crescentus* population from which the plasmid was extracted. This is reminiscent of a previous observation, when we could only detect 5mC in ∼76% of the sequencing reads containing YGCCGGCR motifs during Single Molecule Real time (SMRT)-sequencing analyses after a Tet conversion treatment of the *WT C. crescentus* genome commonly used to detect 5mC modifications.^35^ Thus, these two independent observations using different methods suggest that some *C. crescentus* cells may not contain enough ScmA to methylate all the YGCCGGCR motifs found in their genome or that ScmA may not be available to methylate these motifs in a subset of *WT* cells.

Looking at the *C. crescentus* genome sequence (NA1000 strain GenBank ID: CP001340.1), we found 3,054 YGCCGGCR motifs that could be methylated by ScmA, a slightly higher number than expected randomly for the *C. crescentus* genome of ∼4 Mbp and ∼67% of G/C content. Still, only 91 (2.98%) of these motifs were mapped in intergenic (IG) regions, demonstrating a significant under-representation since IG regions cover ∼9.6% of the genome.

### Wild-type cells out-compete *ΔscmA cells*

To characterize the impact of DNA methylation by ScmA in *C. crescentus*, we first compared the growth and the morphology of *WT* and *ΔscmA* cells. The growth rates of the two strains cultivated in exponential were very similar in PYE complex medium (Figure 2A, 104 minutes compared to 121 min for *WT* and *ΔscmA* cells, respectively) and in M2G minimal medium (Figure S1, 145 minutes compared to 150 min minutes for *WT* and *ΔscmA* cells, respectively). Microscopy analyses of exponentially growing cells cultivated in M2G medium however revealed that *ΔscmA* cells were more often unusually elongated (1.76-fold more frequently with a cell length ≥ 3.5 μm) than *WT* cells (Figure S2). The cell cycle of these cells may be arrested, or they may be subject to a stress that blocks their division. These elongated cells represented an only limited proportion (6.09%) of the cells in the *ΔscmA* population, suggesting a rather heterogeneous or transient response to the lack of ScmA.

**Figure 2:**
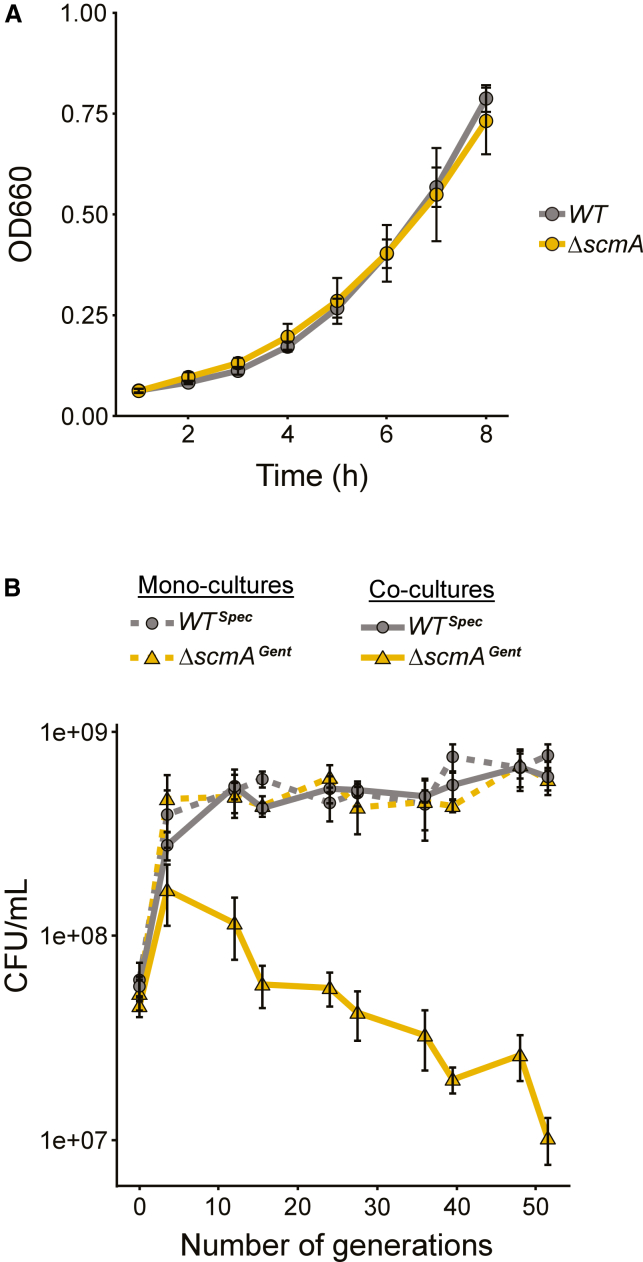
Wild-type *C. crescentus* cells outcompete isogenic *ΔscmA* cells during competition experiments (A) Growth curves of *WT* (JC450) and *ΔscmA* (JC2005) cells cultivated in complex PYE medium. Cells were first cultivated overnight in PYE medium (reaching stationary phase) and cultures were then diluted back into fresh PYE medium to reach an OD_660nm_–0.05 at time 0. The OD_660_ was then measured every hour for 8 h. The values plotted in these growth curves correspond to the average measurements from at least three independent biological experiments. (B) Monocultures (dashed lines) and co-cultures (solid lines) of *WT*^*Spec*^ (JC2985) and/or Δ*scmA*^*Gent*^ (JC2984) cells were cultivated in complex PYE medium for more than 50 generations (the generation time of these strains is close to 2 h under these conditions). Before each regular dilution, spectinomycin-resistant (*WT*^*Spec*^) and gentamycin-resistant (Δ*scmA*^*Gent*^) colony forming units (CFUs) per mL of (co-)cultures were measured on antibiotic-containing PYEA plates. The plotted values correspond to average measurements from four independent biological replicates. In (A) and (B), error bars correspond to standard deviations (±SD).

Considering these very subtle phenotypes, we next decided to compare the fitness of *WT* and *ΔscmA* cells when growing and competing in PYE medium over a prolonged period (∼50 generations). To differentiate the strains from one another, we added spectinomycin or gentamycin resistance cassettes as selective markers in the genomes of *WT* and Δ*scmA* cells, obtaining the so-called *WT*^*Spec*^, *WT*^*Gent*^, and *ΔscmA*^*Gent*^ strains. To evaluate the relative maintenance of each strain in mixed populations over time, we measured spectinomycin- and gentamycin-resistant colony forming units (CFUs)/mL of cultures over time for ∼40–-50 generations making regular dilutions of these co-cultures (Figures 2B and S3 as controls). Mono-cultures of each strain were also tracked following the same experimental set-up. Strikingly, when *WT*^*Spec*^ and *ΔscmA*^*Gent*^ strains were cultivated together, *WT*^*Spec*^ cells rapidly outcompeted *ΔscmA*^*Gent*^ cells (Figure 2B), which was not the case when *WT*^*Spec*^ cells were cultivated with control *WT*^*Gent*^ cells (Figure S3), demonstrating a strong loss of fitness associated with the loss of ScmA in *C. crescentus*. Indeed, the *ΔscmA*^*Gent*^ cells in the mixed population were rapidly replaced by the *WT*^*Spec*^ cells, with ∼10-fold more *WT*^*Spec*^ cells than *ΔscmA*^*Gent*^ cells after ∼24 generations and ∼60-fold more after ∼50 generations. Thus, *scmA* is not just a cryptic gene that could be easily lost by *C. crescentus* in natural settings when spontaneous mutants/variants usually first compete with their *WT* ancestors before they may find they own favorite niche to propagate.

### Impact of ScmA on the *C. crescentus* transcriptome

Considering that ScmA is a solitary DNA MTase (Figure 1) and that 5mC bases can potentially affect gene expression, we first hypothesized that methylation by ScmA may have an impact on the expression of *C. crescentus* genes controlled by promoters that can get methylated by ScmA. As mentioned above, 91 of the YGCCGGCR motifs found on the *C. crescentus* genome are found in IG regions that often contain promoter regions. Thus, to shed light on why *WT* cells can outcompete *ΔscmA* cells (Figure 2B), we decided to compare the transcriptomes of *WT* and *ΔscmA* cells cultivated in exponential phase in M2G medium. RNA sequencing (RNA-seq) experiments revealed that the mRNA levels of 41 genes were significantly different between the two strains (adjusted *p* value < 0.05 and log_2_FC ≥ 1 or ≤ −1 in Figure 3A and Table S4). Among these, the only gene that was significantly downregulated in *ΔscmA* cells compared to *WT* cells was *scmA*. Strikingly, when looking at the remaining 40 genes, which were all upregulated in Δ*scmA* cells compared to *WT* cells, we found an important over-representation (8.4-fold) of the Cluster of Orthologous Group (COG) category L corresponding to “replication, recombination, and repair” (Figure S4). A more detailed analysis (Figure 3A and Table S4) revealed that 52% of these upregulated genes (21 genes) had been previously shown to be induced in response to DNA damage in *C. crescentus*.^40^^,^^41^^,^^42^ Examples include the well-conserved *recA* gene (2.2-fold induction in *ΔscmA* compared to *WT* cells), the genes encoding the alternative DNA polymerases *imuA* (6.3-fold induction) and *imuB* (4.6-fold induction) and the gene encoding the apoptosis endonuclease *bapE* (6.6-fold induction). Most of these genes have a LexA-binding box in their promoter region and belong to the SOS-dependent DNA damage response pathway.^40^^,^^41^^,^^42^^,^^43^^,^^44^ Still, a few others, including the gene encoding the cell division inhibitor *didA* (5.1-fold induction), belong to other known SOS-independent DNA damage response pathways that are independent of RecA/LexA in *C. crescentus*.^40^ Thus, this transcriptome analysis indicated that DNA damage may take place in at least a subset of *ΔscmA* cells, inducing a general DNA damage response.

**Figure 3:**
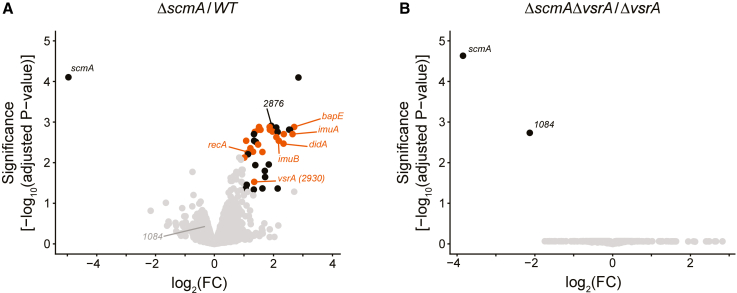
Genes known to be activated in response to DNA damage in *C. crescentus* are activated in Δ*scmA* cells and in a VsrA-dependent manner Volcano plots showing RNA-seq results comparing the transcriptomes of *C. crescentus* cells carrying or not the *scmA* gene and cultivated exponentially in M2G medium. FC indicates the fold-change when comparing mRNA levels in cells that do not carry *scmA* compared with cells that do carry *scmA*. Each dot corresponds to one gene. Gray dots correspond to genes that are not considered as differentially regulated (adjusted *p* value > 0.05 and/or −1<log_2_FC < 1). Black and red dots correspond to the 41 genes that are differentially regulated (adjusted *p* value < 0.05 and log_2_FC > 1 or log_2_FC < −1). Red dots correspond to the 21 differentially regulated genes that are known to be induced during *C. crescentus* DNA damage responses.^40^^,^^41^^,^^42^ Several non-annotated genes are shown with their *CCNA* numbers. Glimma volcano plots (interactive HTML graphics) are also available as supplemental information. Adjusted *p* values were calculated based on three independent biological replicates for each strain. (A) Volcano plot comparing the transcriptomes of *WT* (JC450) and *ΔscmA* (JC2005) cells. (B) Volcano plot comparing the transcriptomes of *ΔvsrA* (JC2540) and *ΔscmA ΔvsrA* (JC2542) cells.

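Beside *scmA* and *CCNA_01084*, 52 genes had a log2 fold change at or beyond 1 or -1 without passing the adjusted p in limma on log2 CPM, the test behind Fig. 3B, with 29 to the right and 23 to the left. In edgeR's test there were 29 such genes, 16 higher and 13 lower, from -1.72 to 1.69. The point furthest to the right was *CCNA_01854*, a GntR-family regulator, at 2.82 (standard error 3.11). It lies in a run of 18 genes, *CCNA_01844* to *CCNA_01861*, of which 17 had a standard deviation of log2 CPM above 1 within the strains. Among them are *qoxA* to *qoxD*, which encode a quinol oxidase, a superoxide dismutase gene, *CCNA_01855*, and the ferrichrome receptor gene *CCNA_01856*. The log2 CPM of *qoxB* was 7.87, 12.49 and 7.93 in the *ΔvsrA* libraries A, B and C and 7.91, 12.63 and 12.44 in the *ΔscmA ΔvsrA* libraries A, B and C. The TonB-dependent receptor gene *CCNA_03615* had the same order, with 5.30, 13.08 and 5.24 in *ΔvsrA* and 5.31, 13.10 and 12.68 in *ΔscmA ΔvsrA*. For *coxA*, a subunit of the aa3 cytochrome oxidase, the order was turned around, with 11.93, 9.31 and 12.07 in *ΔvsrA* and 12.06, 9.29 and 9.25 in *ΔscmA ΔvsrA*. These genes differed between cultures of the same strain by more than between the strains, and edgeR's test gave *CCNA_01854* a log2 fold change of 0.97 with a 95% interval from -4.76 to 6.70.

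**Figure D1:**
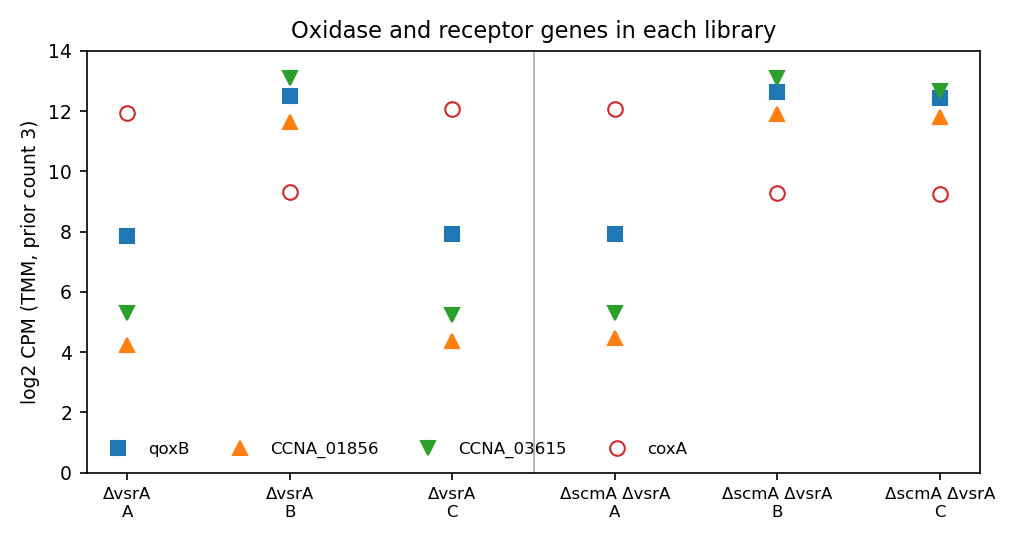
Log2 CPM (vertical axis) of the quinol oxidase gene *qoxB*, the receptor genes *CCNA_01856* and *CCNA_03615* and the aa3 oxidase gene *coxA* in each of the 6 libraries (horizontal axis), one point per gene and library. In *ΔvsrA* B and *ΔscmA ΔvsrA* B and C, *qoxB* lies above 12 and *coxA* near 9.3, and in the other libraries *coxA* lies near 12.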

We also searched for genes that were significantly upregulated in *ΔsmcA* cells and that contained at least one YGCCGGCR motif (ScmA target) in their promoter region (250 bp upstream of each open reading frame). Eight genes were found (8/40) (Table S4), including three that also belonged to the LexA regulon.^40^ Thus, altogether, the results of the transcriptome analyses suggested that maximum 5–8 genes may be regulated through the addition of 5mC epigenetic marks onto their promoter region by ScmA, or, alternatively, that all the observed misregulated genes may simply be linked with the DNA damage response that seemed to be turned on in *ΔscmA* cells.

### An SOS response is turned on in a subset of *ΔscmA* cells and in a MutL-independent manner

Since we identified many genes known to be activated during the *C. crescentus* SOS response that were also upregulated in *ΔscmA* cells, we aimed at verifying that an SOS response is indeed turned on in such mutant cells and then also at testing whether this response is homogeneous or heterogeneous in the *ΔscmA* population.

As a first whole-population reporter of this putative SOS response, we used a plasmid carrying a transcriptional fusion between the *imuA* promoter and the *lacZ* ORF (P*imuA::lacZ*). ImuA is an alternative *trans*-lesion DNA polymerase that is turned on in a LexA-dependent manner in response to DNA damage in *C. crescentus*.^43^ This plasmid was introduced into *WT* and *ΔscmA* cells and the average activity of the P*imuA* promoter in each cell population was measured by β-galactosidase assays using exponentially growing cells cultivated in PYE medium. The results showed that the LexA-dependent P*imuA* promoter was significantly more active in the *ΔscmA* than in the *WT* cell population (1.66-fold induction, Figure 4A), confirming that a higher than basal SOS response can be detected in *ΔscmA* cells. However, compared to *WT* cells that were exposed to severe external DNA damaging conditions, such as UV or mitomycin C,^43^ this activation remained relatively modest. This observation could be the result of either an SOS response that was turned on at low intensity in all the *ΔscmA* cells, or of a strong SOS response found only in a subset of the *ΔscmA* cells in the population.

**Figure 4:**
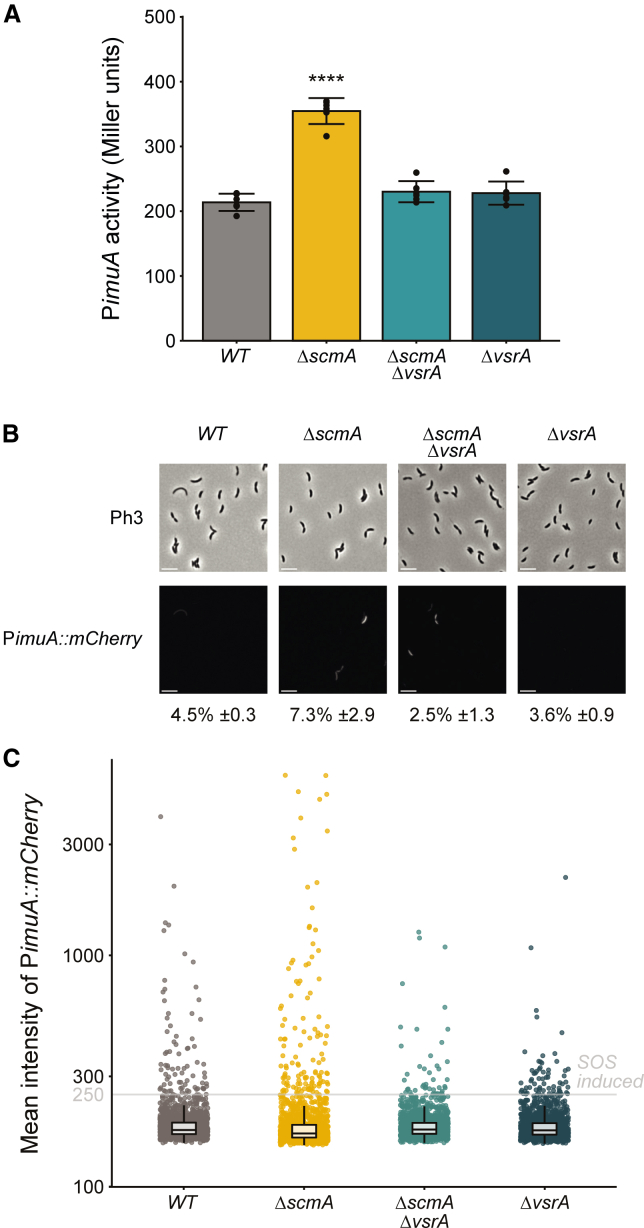
A VsrA-dependent SOS response is turned on in a subset of *ΔscmA* cells (A) β-galactosidase assays showing the VsrA-dependent activation of an SOS response in *ΔscmA* populations of cells. The pP*imuA*:*lacZ*290 plasmid (SOS reporter) was introduced into *WT* (JC450), *ΔscmA* (JC2005), *ΔvsrA* (JC2540) or *ΔscmA ΔvsrA* (JC2542) *C. crescentus* cells. The resulting strains were cultivated in PYE complex medium until cultures reached 0.25 < OD_660nm_ < 0.3 and β-galactosidase assays were then performed. The plotted promoter activity values (in Miller units) are averages of six independent biological replicates, each with two technical replicates. Error bars correspond to standard deviations (±SD). Statistically significant differences compared to *WT* cells using a Student’s *t* test is indicated as follows: ∗*p* < 0.05; ∗∗∗∗*p* <0.0001). (B) Single-cell fluorescence microscopy assays showing that a VsrA-dependent SOS response is turned on in a subset of *ΔscmA* cells in clonal populations. The P*imuA::mCherry* reporter was integrated at the *imuA* locus on the genome of *WT* (giving JC3104), *ΔscmA* (giving JC3105), *ΔvsrA* (giving JC3107), or Δ*scmA ΔvsrA* (giving JC3109) cells. The resulting strains were cultivated in exponential phase in PYE complex medium. Phase contrast (Ph3) and mCherry images of representative cells are shown. Scale bars, 2 μm. (C) Quantification of the cytoplasmic fluorescence intensity of cells in populations from (B). The average cytoplasmic fluorescence intensity (arbitrary units) of minimum 1,600 cells of each strain/culture (4 biological replicates of each with minimum 400 cells/replicate) is shown: the boxes indicate the interquartile range with the center representing the median. Dots above the “SOS” threshold represented by the gray line were used to estimate the percentage of cells in each population displaying an obvious SOS response, as indicated under each microscopy image in (B).

To distinguish between these two hypotheses, we constructed a single-cell fluorescent reporter of the SOS response corresponding to a P*imuA::mCherry* construct integrated at the native *imuA* chromosomal locus of *WT* or *ΔscmA* cells. Using this reporter, fluorescence microscopy analyses were used to test whether the SOS response that is turned on in *ΔscmA* cells is homogeneous or heterogeneous in the clonal population. Strikingly, these single-cell assays showed that only a subset of the cells appeared obviously more fluorescent than others in the *ΔscmA* population (Figures 4B and 4C), indicating that the weak SOS response detected from whole cell populations (Figure 4A) mostly results from a strong SOS induction in a sub-population of cells, rather than from a weak induction in all the cells of the population. This result was further verified using a second single cell fluorescent reporter (P*bapE::mCherry*) of the SOS response (Figure S5) that gave very similar results.

Interestingly, this observation is reminiscent of what was previously found for *E. coli dam* mutants.^45^ Dam is also a solitary DNA MTase, but it methylates adenines in GATC motifs on the *E. coli* chromosome. In *E. coli*, 6mA bases play an important role during the DNA MMR process, when they are used by the MutH endonuclease to distinguish the newly synthesized DNA strand containing the mismatch that needs to be nicked by MutH during the MMR process.^46^ In *Δdam* cells, 6mA signals are missing, and this results in the generation of double-strand breaks (DSBs) by MutH that then nicks the two DNA strands instead of one when it tries to repair mismatches from replication errors. Consequently, an SOS response is regularly detected in *Δdam* cells.^47^^,^^48^ Since *C. crescentus* does not have Dam/MutH homologs and since ScmA is also a solitary DNA MTase, we hypothesized that cytosine methylation by ScmA may play a similar role in strand discrimination during the MMR process in *C. crescentus*, potentially explaining why an SOS response is accidentally turned on in a subset of *ΔscmA* cells. If that was the case, one would expect that the SOS response turned on in *ΔscmA* cells would be suppressed in MMR-defective cells. In *C. crescentus*, we recently showed that two proteins contribute to the MMR process: MutS that recognizes the mismatches and MutL that acts as the endonuclease that nicks the newly synthesized DNA strand containing the replication error to initiate the repair process^49^ (Figure S6). To test if MutL may be responsible for the SOS response turned on in *ΔscmA* cells, we compared the activity of the SOS reporter (P*imuA::lacZ*) in *ΔscmA* and *ΔscmA ΔmutL* mutant cells. β-galactosidase assays showed that the SOS response was essentially identical in both strains (Figure S7), showing that the MutL endonuclease is not responsible for the SOS response that is turned on in *ΔscmA* cells. Thus, DNA methylation by ScmA most likely does not play a role in the *C. crescentus* MMR process as does Dam in *E. coli*.

### VsrA is responsible for the SOS response turned on in a subset of *ΔscmA* cells

Considering that the MutL endonuclease is not responsible for the SOS response that is turned on in *ΔscmA* cells, we searched for other intracellular sources of potential DNA damage in these cells. Interestingly, our transcriptome analysis revealed that two genes annotated to encode Vsr-like endonucleases were significantly upregulated in *ΔscmA* cells compared to *WT* cells (Figure 3A and Table S4): *CCNA_02876* (3.8-fold induction) and *CCNA_02930* (2.6-fold induction). To test whether these putative endonucleases may play a role in the SOS response that was observed in *ΔscmA* cells, we deleted one or the other gene in the *WT* and *ΔscmA* strains and then introduced an SOS reporter (P*imuA::lacZ*) into these strains. Strikingly, subsequent β-galactosidase assays revealed that the SOS response was back to basal levels (as *WT*) in *ΔscmA* cells that lacked CCNA_02930 (Figure 4A), while the absence of CCNA_02876 had no impact (Figure S8). We also confirmed this result using the two fluorescent single-cell reporters P*imuA::mCherry* and P*bapE::mCherry* (Figures 4B, 4C, and S5). Altogether, these results demonstrate that the CCNA_02930 putative endonuclease is fully responsible for the SOS response that is turned on in a subset of *ΔscmA* cells.

Looking more carefully at the CCNA_02930 protein sequence (Figure S9), we found that it belongs to the PD-(D/E)XK superfamily of endonucleases^50^ such as the Vsr protein of *E. coli* and that it contains a DUF559 domain, which is often found in Vsr-like endonucleases in a diversity of bacteria. On top of that, a comparison of its predicted 3D structure with that of the well-known *E. coli* Vsr protein^51^ showed that a large part of CCNA_02930 displays similarities. We therefore decided to rename CCNA_02930 VsrA and hypothesized that it may be a VSP repair protein detecting TG mismatches (Figure 5A) like the *E. coli* Vsr protein.^52^

**Figure 5:**
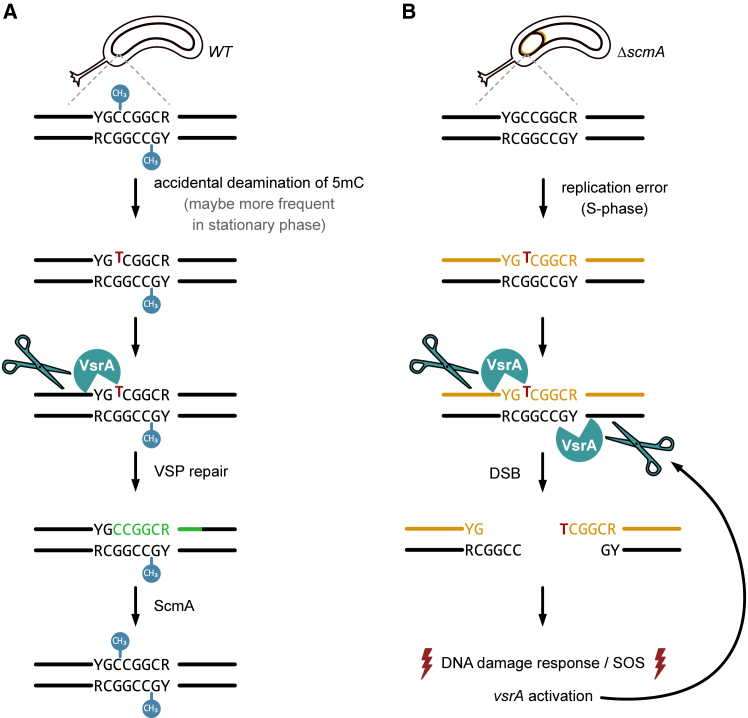
Model for a VsrA-dependent VSP repair process in *C. crescentus* (A) Schematic showing how TG mismatches arising in YGCCGGCR motifs methylated by ScmA (from the accidental 5mC deamination into T) may be repaired in VsrA-dependent manner in *WT C. crescentus* cells. The bases replaced during this VSP repair process are shown in green. This model is based on the Vsr-dependent VSP repair mechanism discovered in *E. coli* to repair TG mismatches in DNA motifs methylated by Dcm.^29^ (B) Schematic showing how VsrA may generate accidental double-strand breaks (DSB) if it tries to repair TG mismatches (from DNA replication errors) in non-methylated YGCCGGCR motifs in *ΔscmA C. crescentus* cells. This model is inspired from what was shown to happen when MMR proteins try to repair DNA mismatches in *E. coli Δdam* mutant cells.^47^^,^^48^ The newly synthesized DNA strand is shown in orange in this schematic.

### Cytosine methylation by ScmA does not impact gene expression in the absence of VsrA and no more affects the fitness of *C. crescentus*

Finding that many SOS response genes were turned on in the *ΔscmA* mutant (Figure 3A) complicated our initial goal of determining whether ScmA-dependent methylation may regulate the expression of specific genes in *C. crescentus*. Luckily, observing that the SOS response appeared suppressed in the *ΔscmA ΔvsrA* double mutant (Figure 4) unlocked a novel strategy enabling us to potentially decouple the VsrA-induced SOS response from the potential direct impact that ScmA methylation may have on the regulation of gene expression. To address the initial question, we then simply performed RNA-seq experiments comparing the transcriptomes of single *ΔvsrA* and double *ΔscmA ΔvsrA* mutant cells (Figure 3B) in the same growth conditions as before (Figure 3A). 

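RNA of 3 cultures labelled *ΔvsrA* and 3 labelled *ΔscmA ΔvsrA* was sequenced, with the replicates named A, B and C in each genotype. Cultures of 10 mL in the glucose minimal medium M2G were harvested at an OD660 near 0.4, and 100 ng of RNA went into each stranded, rRNA-depleted, single-read library. The authors trimmed the reads, removed those matching rRNA, aligned the rest to the NA1000 genome (ASM2200v1) and counted reads per gene with htseq-count, and the deposited values are these unscaled counts for 4166 genes. The gene totals were 42976512, 44804069 and 47732853 counts in the *ΔvsrA* libraries A, B and C and 30450214, 45488332 and 43368581 in the *ΔscmA ΔvsrA* libraries A, B and C. The S-layer protein gene *rsaA* took the largest share in each library, between 9.80% and 11.1% of the gene counts. The 3993 genes with at least 1 CPM (counts scaled to the size of the library) in at least 3 libraries were compared with edgeR's quasi-likelihood test after TMM scaling, and p-values were adjusted by the Benjamini-Hochberg method.

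The labels were first checked on the deleted genes. The level of *scmA* (*CCNA_01085*), which encodes the cytosine methyltransferase, was 314 CPM, 364 CPM and 338 CPM in the *ΔvsrA* libraries A, B and C, and 24.5 CPM, 22.2 CPM and 23.6 CPM in the corresponding *ΔscmA ΔvsrA* libraries. Reads were also assigned to *vsrA* (*CCNA_02930*), which encodes the Vsr-like protein and is deleted in both strains, at 27.3 ± 3.45 CPM (SD, n = 3) in *ΔvsrA* and 26.4 ± 3.23 CPM (SD, n = 3) in *ΔscmA ΔvsrA*. The *vsrA* gene spans positions 3090917 to 3091450 of the minus strand, and 116 of its 534 bp overlap the non-coding RNA gene *CCNA_R0176*. Counts per gene do not show where in the locus these reads lie, so the *scmA* counts check the labels of the 2 strains against each other and the *vsrA* counts do not check the deletion that both share.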

Strikingly, our results showed that the only gene that was still significantly misregulated (adjusted *p* value < 0.05 and log_2_FC ≤ −1) in the *ΔscmA ΔvsrA* strain compared to the *ΔvsrA* strain, beyond the expected *scmA* gene, was the *CCNA_01084* gene (Figure 3B and Table S5), which is located right next to *scmA* on the *C. crescentus* chromosome (Figure 1A). 

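Without *scmA*, transcripts of 2 of the 3993 tested genes fell and none rose at an adjusted p under 0.05 from edgeR, and both were lower by more than a log2 fold change of 1. At an unadjusted p under 0.05, 49 genes were higher and 84 lower, where chance alone gives about 200 (199.65). That count of 133 genes depended on single libraries, from 26 without *ΔvsrA* replicate A to 539 without *ΔscmA ΔvsrA* replicate A, and was 427 with the replicate letter as a block. The *scmA* transcript was at 339 ± 24.9 CPM (SD, n = 3) in *ΔvsrA* cells and at 23.4 ± 1.13 CPM (SD, n = 3) in *ΔscmA ΔvsrA* cells. This is a log2 fold change of -3.85 (standard error 0.0986, adjusted p = 3.27e-05 from edgeR's quasi-likelihood test), or a 14.4-fold lower level. *CCNA_01084*, annotated as a hypothetical protein, was at 508 ± 9.72 CPM (SD, n = 3) in *ΔvsrA* cells and at 117 ± 15.7 CPM (SD, n = 3) in *ΔscmA ΔvsrA* cells. Its log2 fold change was -2.12 (standard error 0.123, adjusted p = 2.84e-03 from the same test), so that 23.0% of the level in *ΔvsrA* cells was left. For both genes, each *ΔscmA ΔvsrA* library lay below each *ΔvsrA* library.

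The gene with the next smallest p, *CCNA_02154*, a GCN5-related N-acetyltransferase, had a log2 fold change of -0.79 (standard error 0.128) and an adjusted p of 0.864 from edgeR. DESeq2's Wald test gave it an adjusted p of 2.46e-04, at a log2 fold change of -0.79 that stays short of the study's fold limit. The paper concludes from this comparison (Fig. 3B) that *CCNA_01084* was the only gene other than *scmA* still misregulated in cells that lack VsrA.

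**Figure D2:**
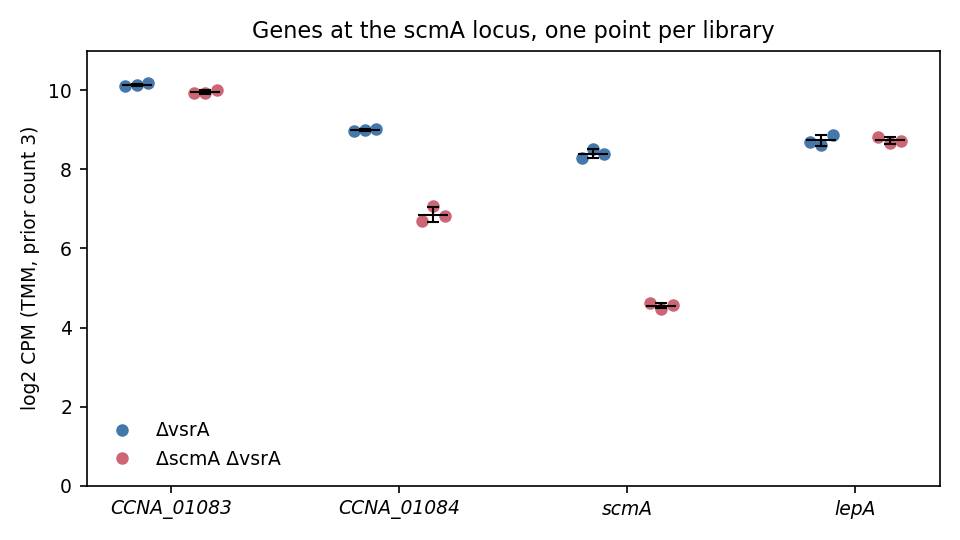
Level of *scmA* and of 3 genes beside it as log2 CPM (vertical axis), with one point per library, the mean as a horizontal bar and the SD (n = 3) as the error bar. For *scmA* and *CCNA_01084* the *ΔscmA ΔvsrA* libraries lie below the *ΔvsrA* libraries, as they do by a smaller distance for *CCNA_01083*, and for *lepA* the points of both strains overlap.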

Even though this gene is not in the same operon as *scmA* (they are in opposite directions), it is very likely that the deletion of *scmA* that we engineered simply interfered with the normal expression of the nearby *CCNA_01084*. 

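*CCNA_01084* lies on the plus strand from position 1188873 to 1190108 of the NA1000 chromosome (ASM2200v1) and *scmA* on the minus strand from 1190105 to 1191112, so that the ends of both genes overlap by 4 bp. Upstream of *CCNA_01084* on the same strand, *CCNA_01083*, a HATPase superfamily protein, spans 1186885 to 1188876 and also overlaps it by 4 bp. The level of *CCNA_01083* was 1124 ± 27.1 CPM (SD, n = 3) in *ΔvsrA* cells and 993 ± 31.1 CPM (SD, n = 3) in *ΔscmA ΔvsrA* cells, a log2 fold change of -0.18 (95% interval -0.36 to -0.00, unadjusted p = 0.0475, adjusted p = 0.864 from edgeR), so the gene that precedes *CCNA_01084* did not pass the test. On the other side of *scmA*, *lepA* (*CCNA_01086*), which encodes a GTP-binding translation factor, lies 192 bp away and had a log2 fold change of -0.00 (95% interval -0.25 to 0.25, adjusted p = 0.998). *CCNA_01082*, *CCNA_01087* and *CCNA_01088* had log2 fold changes of 0.19, 0.18 and 0.05, and none passed the test. Of the 10 measured genes on the list of *scmA* neighbours, *CCNA_01084* alone passed over all genes tested, and likewise when adjusted over the list alone.

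**Figure D3:**
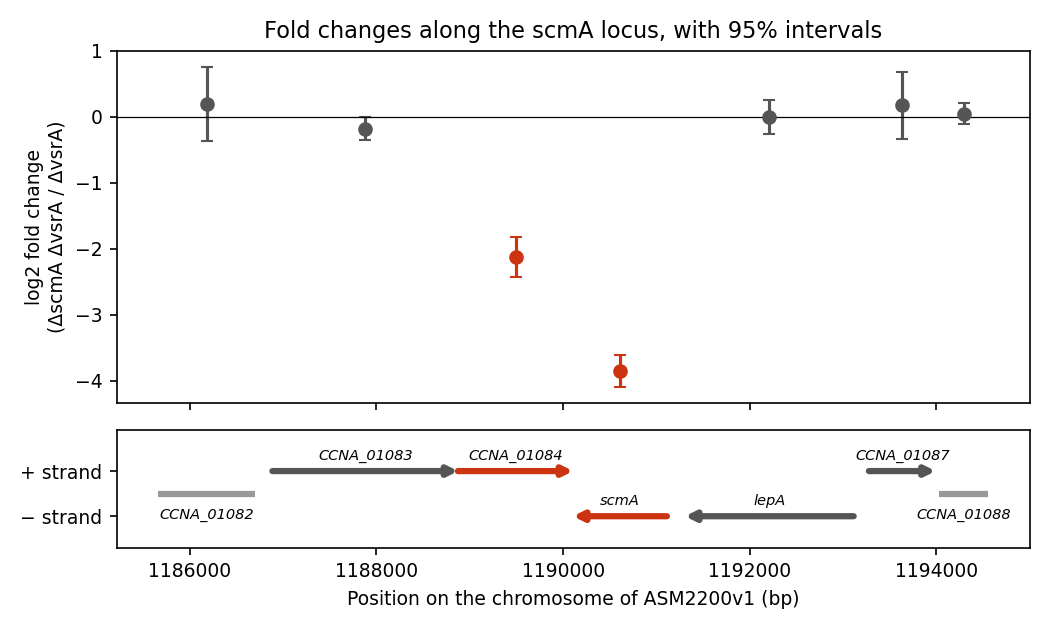
Upper part, log2 fold change of each gene between *ΔscmA ΔvsrA* and *ΔvsrA* cells (vertical axis) with its 95% interval, at the gene's middle, with genes past an adjusted p of 0.05 in red. Lower part, the genes to scale along the chromosome (horizontal axis, bp), as arrows in the direction of transcription, or as plain bars where the annotation at hand gave no strand. *CCNA_01084* at -2.12 and *scmA* at -3.85 lie below all their neighbours.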

Importantly, its promoter region (250 bp upstream of the ORF) does not include a YGCCGGCR motif (Table S5) ruling out a potential direct impact of ScmA-based methylation on its expression. 

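The 250 bp upstream of the *CCNA_01084* open reading frame run from position 1188623 to 1188872 of the plus strand (ASM2200v1), and all 250 bp lie inside the coding sequence of *CCNA_01083*. The window therefore holds no intergenic DNA. The absence of a YGCCGGCR motif there is the paper's statement from Table S5 and was not derived again.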

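Of the 40 genes that Table S4 lists as higher in *ΔscmA* than in wild-type cells, 39 could be measured in *ΔscmA ΔvsrA* and *ΔvsrA* cells, and none passed the test. Their log2 fold changes had a median of -0.00 and ran from -0.66 to 0.38, with 19 above 0 and 20 below. In Table S4, the paper's own values for the same 39 genes had a median of 1.64 and ran from 1.02 to 2.86. The 39 genes include *vsrA*, which is deleted in both strains, so its value here cannot show an induction. For each of the 39 genes the 95% interval of the log2 fold change ended below the paper's value in Table S4, and for 36 it ended below 1. The paper's values lie above 1 because the list was chosen by that limit, and their own errors were not taken into account. They also come from another library kit and RNA input, another prior count and a model with a batch factor. For the intervals that ended below 1, 3 genes were exceptions. They were *CCNA_00644*, *nasC* (assimilatory nitrate reductase) and *nirB* (nitrite reductase), whose upper bounds were 1.21, 1.20 and 1.00. 

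No gene of the list passed an adjusted p of 0.05 from edgeR, DESeq2 or limma, nor when adjusted over the list alone, and 2 had an unadjusted p under 0.05 and an interval that left 0 out, *CCNA_R0180* at -0.66 and *CCNA_02785* at 0.28. As a set the genes did not stand apart from all others (camera p = 0.838 with a preset correlation of 0.01, and p = 0.930 with an estimated correlation). Among them, the nitrate or nitrite genes *narK*, *nirB* and *nasC* had log2 fold changes of 0.37, 0.32 and 0.38, none past the test. The remaining listed gene, the RNA gene *EBG00001009072*, had 18 to 36 counts per library and did not reach 1 CPM. The genes were chosen in the paper from wild-type and *ΔscmA* libraries that are not among the 6 compared here, so the fold changes of both comparisons come from separate libraries.

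**Figure D4:**
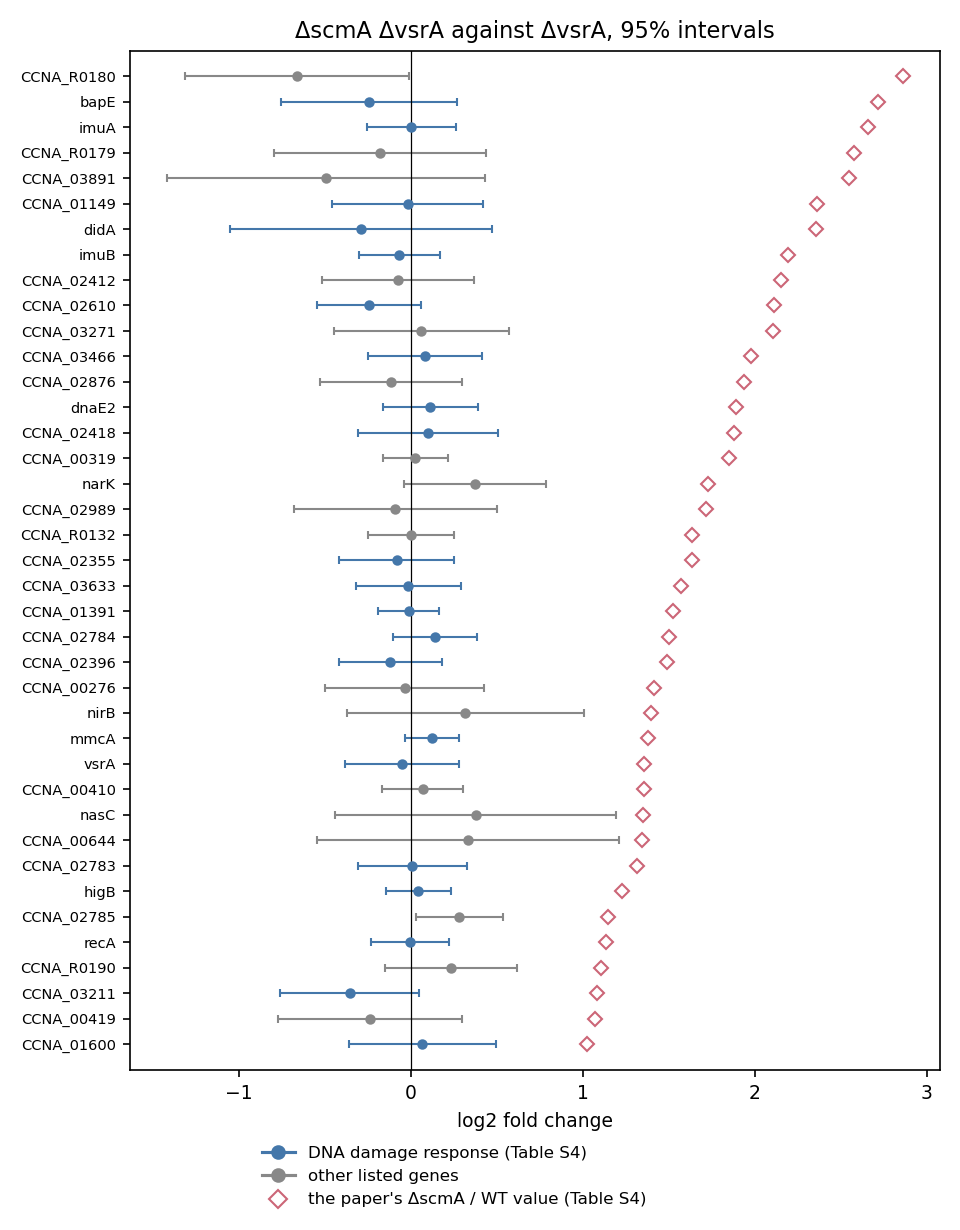
Log2 fold change (horizontal axis) of each of the 39 measured genes between *ΔscmA ΔvsrA* and *ΔvsrA* cells, as a point with its 95% interval, blue for genes that Table S4 marks as induced by DNA damage. Open diamonds are the paper's log2 fold changes between *ΔscmA* and wild-type cells, drawn without their errors. No interval reaches its diamond.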

Taken together, this transcriptome analysis demonstrated that all the genes that were induced in *ΔscmA* cells were linked with the presence of VsrA. Since VsrA is not predicted to be a transcription factor but rather a putative endonuclease (Figure S9), and since a majority of the genes that were initially induced are known to be activated in response to DNA damage (and without YGCCGGCR motifs in their promoter region) (Figure 3A and Table S4), we hypothesize that VsrA damages the *C. crescentus* chromosome in a subset of *ΔscmA* cells thereby turning on the observed heterogeneous DNA damage response (Figure 4). This important result also indicates that the methylation of cytosines by ScmA on the *C. crescentus* chromosome most likely does not play a role in the regulation of gene expression, at least in the chosen growth conditions.

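No gene of the DNA damage response passed the test between the strains labelled *ΔscmA ΔvsrA* and *ΔvsrA*. Among the genes that Table S4 marks as induced by DNA damage is *vsrA* itself, which is deleted in both strains and cannot show an induction. All 21 of these genes were measured. Their median log2 fold change was -0.01, from -0.36 to 0.14, and no 95% interval left 0 out. The upper bound furthest from 0 was 0.50, for *CCNA_02418*, below the lowest of the paper's values for these genes in Table S4 (1.02), which the limit of that list keeps above 1. *recA* (*CCNA_01141*), the recombinase that triggers LexA cleavage, had 970 ± 23.3 CPM (SD, n = 3) in *ΔvsrA* and 967 ± 90.2 CPM (SD, n = 3) in *ΔscmA ΔvsrA* cells, a log2 fold change of -0.00 (95% interval -0.23 to 0.22). Of the error-prone polymerase operon, *imuA* (*CCNA_03319*) had a log2 fold change of 0.00, *imuB* (*CCNA_03318*) of -0.07 and *dnaE2* (*CCNA_03317*) of 0.11, with upper bounds of 0.26, 0.17 and 0.39. The endonuclease gene *bapE* (*CCNA_00663*) was at 2.30 ± 0.320 CPM and 1.95 ± 0.452 CPM (SD, n = 3 each), and *didA* (*CCNA_03212*), a cell division inhibitor gene, at 19.2 ± 6.15 CPM and 15.7 ± 4.80 CPM. The intervals of *bapE* (-0.75 to 0.27) and *didA* (-1.05 to 0.47) were wider than those of *recA* or *imuA*. Camera gave the 21 genes an adjusted p of 0.768 over the lists (0.962 with an estimated correlation), and none passed the adjusted p when adjusted over the list alone. The remaining 18 measured genes, not marked as induced by DNA damage, had a median log2 fold change of 0.01, with 10 above 0 and 8 below, and an adjusted p of 0.674 from camera (0.870 with an estimated correlation).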

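Most of the transcriptome could be placed within narrow limits. Of the 3991 genes that did not pass both thresholds, 3707 (92.9%) had a 95% interval within log2 fold changes of -1 and 1, and the median width of an interval to either side was 0.30. In counts simulated with this comparison's levels, spread and library sizes, 80 of the 100 genes given a log2 change of 1 and 95 of the 100 given a change of 2 passed an adjusted p of 0.05, while 47 and 95 passed both thresholds. All these genes were changed at once, which makes the Benjamini-Hochberg limit easier to pass than where 2 genes change. Genes were also drawn independently, without the differences between cultures that many genes share. The shares therefore do not tell how often a single changed gene would be found in this comparison. Of 8 genes for DNA methylation and restriction other than *scmA*, none passed the test, among them *CCNA_03741*, annotated as a DNA-cytosine methyltransferase, with a log2 fold change of -0.19 (95% interval -0.41 to 0.02), and *ccrM*, the adenine methyltransferase of the cell cycle, with 0.20 (95% interval -0.09 to 0.49). The mismatch repair genes *mutS* and *mutL* had log2 fold changes of -0.15 and -0.40 (adjusted p = 0.864 for both from edgeR). The cell cycle genes *ctrA* and *ftsZ* had log2 fold changes of 0.10 and -0.13, and *CCNA_00721*, which encodes the chaperonin GroEL, 0.11.

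Of 21 gene lists, none but the *scmA* neighbours held a gene past an adjusted p of 0.05, and 5 lists moved as sets in camera with the preset correlation, 2 upward and 3 downward. With a correlation estimated from the data, none of these 5 lists passed (adjusted p = 0.870 for each), and with the preset correlation none passed without *ΔvsrA* replicate C or without *ΔscmA ΔvsrA* replicate C. None of the 5 passed with a surrogate variable as a covariate, a setting chosen after the values were seen. Of 16 measured genes of a phage-like cluster, 14 had log2 fold changes above 0 (median 0.70, adjusted p = 8.24e-03), such as the prohead protease gene *CCNA_02874* at 0.90, whose log2 CPM was 0.38, 2.37 and 0.39 in the *ΔvsrA* libraries A, B and C and 0.44, 2.54 and 2.80 in the *ΔscmA ΔvsrA* libraries. All 12 genes for life at low oxygen had values below 0 (median -0.13, adjusted p = 0.0106), led by *fixK*, a regulator of the hypoxia response, at -1.53. Its level was 111 CPM, 116 CPM and 44.4 CPM in the *ΔvsrA* libraries A, B and C. In the *ΔscmA ΔvsrA* libraries it was 37.9 CPM, 44.8 CPM and 11.4 CPM, lower for each letter, and *fixK* did not pass the test. The 9 genes of nitrate assimilation had a median of 0.26 (adjusted p = 0.0122), and this list shares *narK* (0.37) and *nasC* (0.38) with the induced genes of Table S4. Of 35 further DNA repair genes, 27 lay below 0 (median -0.13, adjusted p = 0.0122), and 37 of 51 TonB-dependent transport genes lay below 0 (median -0.08, adjusted p = 0.0263). Members of these lists also differed between cultures of one strain, as *mutS* with 326 CPM, 259 CPM and 327 CPM in the *ΔvsrA* libraries A, B and C and 314 CPM, 243 CPM and 265 CPM in the *ΔscmA ΔvsrA* libraries, and the nitrate-binding protein gene *nrtA* with 10.3 CPM, 11.5 CPM and 9.12 CPM and then 10.2 CPM, 14.4 CPM and 12.4 CPM. The lists that did not pass in camera were those for flagellum and chemotaxis (adjusted p = 0.147), the *scmA* neighbours (0.344), aa3 oxidase (0.479), the *vsrA* neighbours (0.600), iron handling (0.674), toxins and antitoxins (0.674), chaperones (0.725), cell cycle and division (0.725), Vsr-like genes (0.768), ribosomal proteins (0.826) and DNA methylation and restriction (0.945), beside the 5 lists of genes from Table S4.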

Considering this information, we hypothesized that the loss of fitness of Δ*scmA* cells compared to *WT* cells (Figure 2B) may then be simply linked to the VsrA-dependent DNA damage response induced in a subset of the mutant cells. To test this, we compared the fitness of Δ*scmA ΔvsrA*^*Gent*^ double mutant cells with that of *WT*^*Spec*^ cells during competition experiments for over ∼50 generations (Figure S10). Remarkably, the absence of VsrA completely abolished the deleterious fitness impact linked with the absence of ScmA (Figure S10).

Altogether, it is thus very likely that the VsrA-dependent SOS response that was turned on in *ΔscmA* cells was responsible for the loss of competitiveness of these mutant cells compared to *WT* cells.

### VsrA forms frequent foci in stationary phase cells

As suggested earlier, the *C. crescentus* VsrA protein may be a VSP repair protein*.* Considering the functional link that we discovered between ScmA and VsrA and the analogy with the Dcm/Vsr pair in *E. coli*, we now hypothesize that VsrA may recognize TG mismatches arising from the spontaneous deamination of 5mC bases into T in the YGCCGGCR motif methylated by ScmA in *WT* cells, to initiate their repair before they become stable C-to-T mutations during the next round of DNA replication (Figure 5A). In this model, VsrA would only nick the non-methylated DNA strand of YGCCGGCR motifs containing a mis-matched T (instead of a 5mC) opposite a G to start the VSP repair process in *WT* cells.

What would then happen in a *ΔscmA* cell if a T is accidentally mis-incorporated instead of a C during DNA replication errors (by the replicative DNA Pol III or by the alternative error-prone DNA polymerases that are turned on during the SOS response) at the third position of a non-methylated YGCCGGCR motif? One can predict that VsrA could end up nicking both DNA strands as neither of these two DNA strands are methylated in such cells (Figure 5B), exactly as MutH does in *E. coli* Δ*dam* cells during the MMR process.^47^^,^^48^ If this was the case, DSBs would be generated in a subset of the cells in the population (every time a T is accidentally incorporated at the third position of one of the 3054 YGCCGGCR motifs on the *C. crescentus* chromosome) potentially inducing an SOS response to repair these DSBs, which is consistent with our findings (Figures 4B and 4C).

One of our recent studies successfully used fluorescence microscopy to visualize the MMR process in live *C. crescentus* cells.^49^ It showed that a fluorescently tagged MutL endonuclease forms more stable and distinct fluorescent foci when it initiates the repair of mismatches during the MMR process. Following a similar approach, we therefore constructed *C. crescentus* strains expressing a fluorescently tagged VsrA protein (*gfp-vsrA* replacing the native *vsrA* gene) to try to visualize the putative VSP repair process in live *C. crescentus* cells. Fluorescence microscopy analyses showed that GFP-VsrA did form one or more fluorescent foci in ∼20% of the *WT* cells and in ∼6% of the *ΔscmA* cells cultivated exponentially in PYE (Figures 6A and 6B). These foci appeared at relatively random subcellular positions (Figure 6A) and were not co-localized with the replisome (data not shown), as expected if they are active VSP repair sites located anywhere on the genome. The lower frequency of GFP-VsrA foci in *ΔscmA* compared to *WT* cells may be linked with a lower probability of finding GT mismatches in a YGCCGGCR motif in that strain given that the cytosines are not methylated, although there is not enough evidence to support this hypothesis yet.

**Figure 6:**
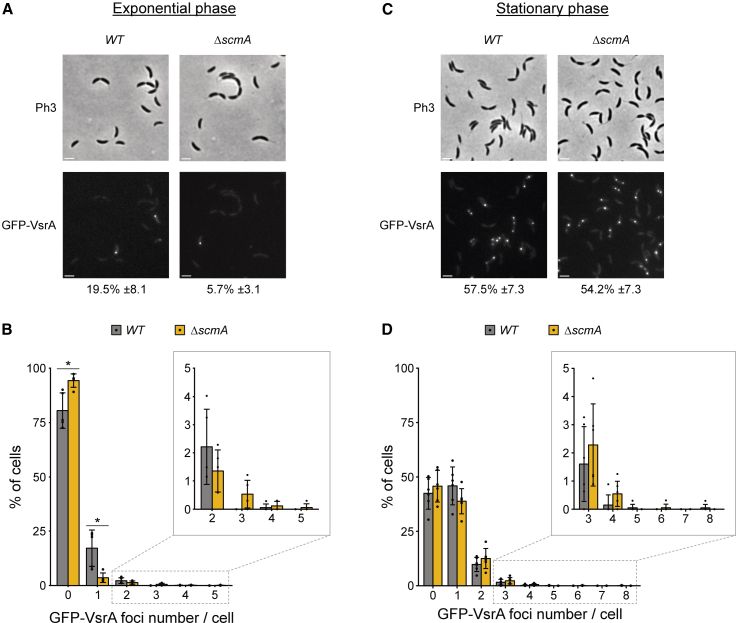
GFP-VsrA forms foci in a majority of stationary phase *C. crescentus* cells The native *vsrA* gene was replaced by a *gfp-vsrA* construct in *WT* and *ΔscmA* cells, giving the JC2860 and JC2861 strains, respectively. These strains were then cultivated in exponential (A and B) or stationary phase (C and D) in complex PYE medium before cells were imaged with a fluorescence microscope. Phase contrast (Ph3) and GFP images of representative cells are shown in (A) and (C). Scale bars represent 2 μm on these images. The number of detectable GFP-VsrA foci per cell were analyzed for each cell population. Then, the proportion of cells with minimum one detectable GFP-VsrA focus is indicated next to each GFP image. Minimum 300 cells were analyzed for each biological replicate. (B) and (D) show the percentage of cells displaying a given number of GFP-VsrA foci per cell for each population. The plotted values are averages of at least three independent biological replicates. Error bars correspond to standard deviations (±SD). Statistically significant differences comparing *WT* and *ΔscmA* cells using a Student’s *t* test is indicated as follows: ∗*p* < 0.05.

Interestingly, previous studies done on *E. coli* cells have shown that the VSP repair process is more active in stationary phase than in exponential phase, either because Vsr levels are higher, or because the accidental conversion of 5mC into T may be more frequent during such stress conditions.^29^^,^^53^ Supporting this model, we also found that GFP-VsrA formed far more fluorescent foci during stationary than exponential phase in *WT* and *ΔscmA* cells with more than 50% of the cells displaying minimum one focus (Figures 6C and 6D). If these foci represent active VSP repair sites, it may indicate that TG mismatches occur at higher frequency in *C. crescentus* cells cultivated in stationary phase and/or that VsrA is more abundant/active during stationary phase.

### MMR proteins are most likely not involved in the putative VsrA-dependent VSP repair process

Not only in *E. coli*, but also in *N. gonorrhoeae*, interesting cross-talks have been proposed to take place between the MMR and the VSP repair processes that can, in principle, both detect and repair TG mismatches in DNA motifs carrying 5mC.^29^^,^^33^

First, it was shown that their MutL protein (bridging MutS and MutH in *E. coli*, while acting as the MMR endonuclease in *N. gonorrhoeae*) interacts directly with their Vsr protein(s), potentially impacting the VSP repair process.^33^^,^^54^^,^^55^ To test whether the *C. crescentus* MMR proteins may interact with the *C. crescentus* VsrA protein, we used bacterial two hybrid assays (BACTH). In brief, we constructed plasmids expressing MutS or MutL proteins fused to the N-terminus of the T18 fragment of the adenylate cyclase and plasmids expressing VsrA fused to the C-terminus of the T25 fragment. These plasmids were then introduced into a BTH101 *E. coli* strain for BACTH assays. Results from these indicate that VsrA can neither interact with MutL, nor with MutS, at least in *E. coli* cells (Figure S11). Thus, if *C. crescentus* MMR proteins have an influence on the VSP repair process, it is probably not through direct interactions between their early actors.

Second, the *E.coli* MutS protein was previously shown to stimulate the VSP repair process *in vivo* and *in vitro*, most likely by helping in the recruitment of Vsr to TG mismatches.^55^ Conversely, another study indicated that the *N. gonorrhoeae* MutS protein reduces the nicking activity of Vsr near TG mismatches *in vitro*, maybe through a competition mechanism during the recognition of TG mismatches.^33^ Then, to test whether the *C. crescentus* MutS protein may affect the capacity of VsrA to potentially cut YGCCGGCR motifs containing TG mismatches on the chromosome of *ΔscmA* cells (Figure 5B), we compared the level of the SOS response in cells expressing or not *scmA* and that lacked MutS (*ΔmutS*) using the P*imuA::lacZ* reporter. We found that the weak SOS response was still induced in response to the loss of ScmA, even in the absence of MutS (1.6-fold induction in the *ΔmutS* background, compared to 1.7-fold induction in the presence of MutS in Figure S7). Thus, MutS does not seem to promote the VsrA-dependent DNA damage response that takes place in *ΔscmA* cells. Supporting this, we also observed that GFP-VsrA formed fluorescent foci at a relatively similar frequency in cells lacking MutS as in cells expressing *mutS* independently of the presence of the ScmA MTase (Figures S12A and S12B) even in cells that were cultivated in stationary phase when these foci are the most visible. Altogether, none of these observations suggest that VsrA may compete or cooperate with MutS in *C. crescentus* cells.

## Discussion

In this study, we used a combination of genetic, genomic, and phenotypic analyses to characterize the role of the ScmA solitary cytosine MTase in *C. crescentus*. We used 5mC-dependent restriction enzymes to confirm a former prediction (Figure 1) stating that ScmA may methylate the first cytosine in the many YGCCGGCR motifs located on the *C. crescentus* chromosome.^35^ A detailed analysis of the phenotypes (Figures 2A, S1, and S2) and fitness (Figure 2B) of *ΔscmA* cells revealed that they were significantly less competitive than *WT* cells when co-cultivated in standard growth conditions. First, hypothesizing that ScmA-dependent methylation may modulate gene expression through epigenetic mechanisms of regulation like several other solitary MTases,^1^^,^^15^^,^^56^ we evaluated the impact of ScmA on the *C. crescentus* transcriptome looking for potential explanations for the observed fitness loss. This analysis revealed that a vast majority of the genes that were affected in *ΔscmA* cells encoded proteins that were known to be involved in the adaptation of *C. crescentus* to DNA damage (Figures 3A and S4, and Table S4). Population-level and single cell reporters were then used to show that an SOS response was indeed turned on (Figure 4A) but only in a subset of *ΔscmA* cells (Figures 4B and 4C). Among the DNA damage-inducible genes^42^ that were significantly activated in *ΔscmA* cells, we identified *vsrA* (Figure 3A and Table S4), encoding a putative Vsr-like endonuclease. Considering that Vsr is functionally linked with Dcm in *E. coli*, we hypothesized that VsrA may similarly be functionally linked with ScmA in *C*. *crescentus*, even if the *vsrA* gene is not genetically linked with the *scmA* gene (these two genes are located at nearly opposite chromosomal positions) unlike the *vsr* gene of *E. coli* that is in the same operon as *dcm*.^31^ We anticipated that this putative endonuclease could potentially play a role in the apparent DNA damage taking place in a subset of *ΔscmA* cells. Indeed, further transcriptome/single cell SOS reporter assays using double *ΔscmA ΔvsrA* mutant cells clearly demonstrated that the SOS response that is turned on in *ΔscmA* cells is strictly dependent on the presence of *vsrA* (Figures 3B and 4, and Table S5). Furthermore, competition assays demonstrated that the loss of fitness associated with the absence of ScmA was also strictly dependent on the presence of *vsrA* (Figure S10). 

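No gene of the SOS regulon in Table S4 passed the test between *ΔscmA ΔvsrA* and *ΔvsrA* cells. Table S4 marks 14 of its induced genes as having a LexA binding site, and all 14 had 95% intervals that included 0. Their log2 fold changes ran from -0.24 to 0.14, and camera gave this list an adjusted p of 0.674 over the lists. *mmcA*, an SOS-regulated gene of the glyoxalase family, was at 45.7 ± 0.745 CPM in *ΔvsrA* and 49.8 ± 1.67 CPM in *ΔscmA ΔvsrA* cells (SD, n = 3 each), a log2 fold change of 0.12 whose interval ended at 0.28, with each *ΔscmA ΔvsrA* library above each *ΔvsrA* library. The toxin gene *higB* had a log2 fold change of 0.04 (95% interval -0.15 to 0.23). Outside Table S4's list, the repressor gene *lexA* had -0.11 and *sidA*, the SOS-induced inhibitor of cell division, -0.16, neither past the test.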

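Table S4 gives 8 of its induced genes a YGCCGGCR motif in the 250 bp upstream of the open reading frame, and all 8 were measured in *ΔscmA ΔvsrA* and *ΔvsrA* cells without a change past the test. They were *CCNA_R0179*, *CCNA_02355* (endonuclease III), *CCNA_03633*, *CCNA_00276*, *CCNA_00644*, *CCNA_02783*, *CCNA_03211* (annotated as an L-Ala-D/L-Glu racemase) and *CCNA_01600*. Their log2 fold changes had a median of -0.03 and ran from -0.36 (*CCNA_03211*) to 0.33 (*CCNA_00644*), with 3 above 0 and 5 below. Camera gave these genes an adjusted p of 0.725 over the lists, and none passed when adjusted over the list alone. For 7 of the 8 genes the whole 95% interval lay between -1 and 1, the exception being *CCNA_00644*, at 2.41 ± 1.02 CPM and 2.99 ± 0.958 CPM (SD, n = 3 each). The values cover the motif genes of Table S4's list only, since the part of Table S5 that could be read gave no motif for other genes and no genome sequence was at hand.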

Strikingly, once the *vsrA* gene was removed from *C. crescentus* cells, ScmA had no left-over impact on the expression of genes/operons that appeared to have YGCCGGCR motifs in their promoter region (Table S5). Thus, the ScmA-dependent methylation of the 91 promoter/IG regions containing YGCCGGCR motifs (note that the IG region upstream of the *vsrA* ORF does not include this motif) on the *C. crescentus* genome does not appear to modulate gene expression, at least in the tested growth conditions.

What is then the biological role of ScmA in *C. crescentus*? One option is that cytosine methylation by ScmA may play an epigenetic regulatory role but only when *C. crescentus* cells are cultivated in other growth conditions that have not yet been identified. This would be reminiscent of what happens with Dcm in *E. coli*^18^ and VchM in *V. cholerae*.^21^^,^^22^ ScmA may, alternatively, play a regulatory role in other bacterial strains/species while being only recently acquired by *C. crescentus* from these other bacteria through HGT. Another option is that *scmA* may be a part of an MGE^12^ inducing its own pre-methylation before it moves to other bacterial strains/species by HGT; this would then increase the chances of the MGE to be efficiently transferred into another genome if that genome encodes an RMS that can target the YGCCGGCR motif when it is not methylated. In this case, ScmA would act as a kind of selfish anti-root mean square (RMS) element, promoting the HGT of the MGE. To get insight into this possibility, we used ICEfinder^57^ and PHASTEST^58^ to evaluate whether *scmA* may be included into a prophage or an integrative or conjugative element (ICE) but these tools did not provide evidence that *scmA* may be located within an MGE, even if many genes of unknown function do surround *scmA* on the *C. crescentus* genome (Figure 1A). *scmA* was also not in the prophage identified in the *WT*/NA1000 *C. crescentus* strain that we used in this study.^39^ It is however still possible that *scmA* may be found in an unknown and relatively original type of MGE that is not yet listed/considered by ICEfinder or PHASTEST. A last option that we believe is worth discussing is that the methylation of cytosines by ScmA may play a role in accelerating the speed of evolution at YGCCGGCR motifs in the genomes of bacteria that encode it, since 5mC were previously shown to be C-to-T mutation hot spots in other bacterial species.^26^^,^^28^ Although we did not test whether mutations occur at a higher frequency at YGCCGGCR motifs than elsewhere on the *C. crescentus* genome, we have been recently stunned by a study showing that the closely related *C. crescentus* CB15 strain (GenBank ID: AE005673.1), which is the ancestor of the NA1000 strain that we used in our study (after generations of cultivation in different laboratories around the world), displays only 11 differences compared to NA1000: one consists in a prophage that is integrated into the NA1000 but not into the CB15 genome and the other 10 are single nucleotide polymorphisms (SNPs).^39^ Strikingly, two of these SNPs are C-to-T mutations in YGCCGGCR motifs that are methylated by ScmA in the CB15 and NA1000 strains. Finding that 20% of the SNPs that occurred during this short-term evolution period are specifically located in YGCCGGCR motifs is far more than expected randomly (these motifs represent only 0.6% of the genome). This may just be a coincidence, or it may be seen as first evidence that 5mC bases tend to promote the frequency of C-to-T mutations on the *C. crescentus* genome thereby accelerating its evolution despite the presence of a putative VSP repair system.

Is VsrA a VSP repair protein in *C. crescentus*? Finding a functional link between the ScmA-dependent cytosine methyltransferase and the Vsr-like VsrA protein made us hypothesize that VsrA could be a Vsr protein involved in the VSP repair of TG mismatches arising when 5mC get accidentally deaminated into T in YGCCGGCR motifs methylated by ScmA (Figure 5A). Supporting the proposition that VsrA can be a functional homolog of the well-characterized Vsr^EC^ protein of *E. coli*, we found significant similarities between the predicted 3D structures of Vsr^Ec^ and VsrA using chimeraX 1.8 (Figure S9). In particular, both proteins displayed a four-stranded β-sheet flanked with α-helices on both sides, which is shared by all the members of the PD-(D/E)XK superfamily of nucleases.^50^ Based on this predicted structure, the amino acids located in the nucleolytic active site of Vsr^Ec^ (E25, D51, H64, H69, and D97) could correspond to the E73, D102, D115, H119, and D124 residues of VsrA, suggesting that VsrA may also use magnesium-water clusters to nick DNA motifs as do the three functional Vsr proteins of *E.coli* and *N. gonorrhoeae* do.^32^^,^^51^^,^^52^ The presence of a D115 residue in VsrA instead of the H64 residue in Vsr^Ec^ is reminiscent of what was previously described for the functional Vsr proteins of *N. gonorrhoeae* (V.NgoAXIII)^32^ and *N. meningitidis* (V.Nme18VIP).^34^ Interestingly, *in vitro* experiments showed that these two Vsr proteins can recognize TG mismatches in relatively degenerate DNA motifs that are methylated by any one of the multiple cytosine MTases that are encoded by each of these genomes. Then, we can envision that the *C. crescentus* VsrA may be able to recognize and initiate the repair of TG mismatches located in a variety of DNA contexts. Obviously, more experimental data will be necessary to clarify the exact nucleolytic activity/specificity of VsrA and thereby confirm its role in a VSP repair process in *C. crescentus*. Another interesting outlook of this study will consist of determining whether the GFP-VsrA foci that we distinguished in *C. crescentus* cells (Figure 6) correspond to active VSP repair sites.

Why is *vsrA* expression induced during the SOS response and in (a subset of) *ΔscmA* cells? We initially focused on the *vsrA* gene during this study because our RNA-seq data showed that the levels of the *vsrA* mRNA were significantly induced in *ΔscmA* cells compared to *WT* cells (Figure 3A and Table S4) and because Vsr-like proteins can be functionally linked with solitary cytosine MTases. It was however unlikely that ScmA-dependent DNA methylation could have a direct impact on *vsrA* transcription since the IG region immediately upstream of the *vsrA* ORF does not contain a YGCCGGCR motif methylated by ScmA (Figure S13A). Instead, *vsrA* expression is probably induced as a part of the DNA damage/SOS response that is detected in *ΔscmA* cell populations since *vsrA* is known to be activated during the well-characterized DNA damage-response of *C. crescentus*.^42^ To shed light on how *vsrA* transcription may be activated in *ΔscmA* cells and during DNA damage/SOS responses more generally, we mapped active promoter regions up to 754 bp upstream of the *vsrA* ORF using reporters (Promoter*lacZ* transcriptional fusions shown in Figure S13B) and compared their activities in *WT* and *ΔscmA* cells that were exposed or not to DNA damaging conditions (UV treatment as done in Modell et al.^42^). These analyses revealed that *vsrA* is mostly transcribed from a promoter (named P1 in Figure S13B) located upstream of the *CCNA_02931* ORF that is then apparently in the same operon as *vsrA*. The activity of this promoter is however neither affected by ScmA, nor by DNA damaging conditions (Figures S13C and S13D in M2G and PYE media, respectively); consistently, it does not contain a YGCCGGCR motif or a putative LexA box^41^ (Figure S13A). To understand how the *vsrA* mRNA levels increase in *ΔscmA* cells (Figure 3A and Table S4) and during DNA damaging conditions,^42^ we also looked for putative LexA boxes inside the *vsrA* ORF. This analysis revealed the existence of a GTTC(N7)GTTC direct repeat ∼133 bp after the *vsrA* start codon (Figure S13A), corresponding to the exact known consensus of the *C. crescentus* LexA binding site.^41^ Considering that regulatory LexA binding sites can be found as far as 1 kbp into ORFs in other bacterial species,^59^ we now suspect that it is the elongation of *vsrA* transcription that is repressed by LexA in non-stressed *WT* cells and de-repressed during SOS-inducible conditions (exogenous or endogenous DNA damaging conditions). Consistent with this hypothesis, it is worth mentioning that the 3′ end of a small sense RNA (named CCNA_R0176 and shown in Figure S13A) has been mapped very close to this LexA box when sequencing whole RNA samples from *WT* cells^60^; it could correspond to the 3′ end of a truncated CCNA_2931-vsrA multicistronic mRNA when LexA represses *vsrA* but not *CCNA_02931* transcription in unstressed cells. Independently of the precise mechanism of activation that is in place, promoting the expression of *vsrA* during the SOS response appears as a potentially useful process since it is known that several error-prone DNA polymerases are activated during the SOS response in *C. crescentus*^43^; VsrA may then contribute to detecting and repairing base mismatches that appear more frequently during the SOS response than in unstressed cells.

Why is VsrA inducing an SOS response in a subset of *ΔscmA* cells? The answer to this question remains elusive but one option is that TG mismatches created by the DNA Pol III during the replication process, and that are not detected on-time by its proofreading activity, can not only be recognized by MutS^49^ but also by even basal levels of VsrA, at least when located in YGCCGGCR DNA motifs (Figure 5B). Several studies tried to estimate the spontaneous mutation rate of *C. crescentus* cells by measuring the spontaneous appearance of rifampicin-resistant mutants in *WT* populations; these can appear if specific base substitutions take place in a very restricted region of the *rpoD* gene.^36^^,^^43^^,^^49^^,^^61^ Using such assays, it was found that rifampicin-resistant mutants appeared at a frequency between 10^−7^ and 10^−8^ in *WT* populations despite an efficient MMR process and the very low expression of error-prone DNA polymerases during optimum growth conditions. Then, considering that *C. crescentus* has more than 3,000 YGCCGGCR motifs on its genome, TG mismatches in such motifs may be found in ∼1 out of 10^4^–10^5^ unstressed *ΔscmA* cells, or at even higher frequencies in stressed *ΔscmA* cells with an SOS response where error-prone DNA polymerases like ImuABC are induced.^43^ In these cases, VsrA may cut the two non-methylated DNA strands (Figure 5B), instead of just nicking the only DNA strand that is not methylated as is the case in *WT* cells (Figure 5A), leading to the formation of accidental DSB and to a transient DNA damage response to promote the repair of this DSB. This hypothesis is reminiscent of what happens in *E. coli dam* mutant cells, where basal levels of the MutH endonuclease accidentally creates DSB instead of nicking a single DNA strand when trying to repair mismatched bases during the MMR process.^45^^,^^48^ Since *vsrA* transcription was found to be activated in *ΔscmA* cells, coincident with the SOS response that was detected in a subset of cells, we wondered if an over-production of VsrA may be sufficient to induce or to promote endogenous DSBs/DNA damage in *C. crescentus* cells. To test this, we constructed a medium-copy number plasmid over-expressing *vsrA* from a xylose-inducible promoter (pBX-VsrA) and introduced it in *WT* and *ΔscmA* cells containing the P*imuA::lacZ* SOS reporter. Follow-up β-galactosidase assays using cells cultivated in the presence of the xylose inducer showed that the artificial over-expression of *vsrA* was neither sufficient to activate an SOS response in *WT* cells, nor to exacerbate the SOS response that can be detected in *ΔscmA* cell populations (Figure S14). Overall, this result suggests that basal levels of VsrA may not be limiting to accidentally create DSBs in rare *ΔscmA* cells with TG mismatches that need to be repaired, even if the SOS response that is subsequently turned on in these cells will generate a positive feedback loop boosting VsrA levels (Figure 5B).

A surprising finding during this study was that we discovered a functional link between a cytosine MTase and a Vsr-like protein that are however not encoded by genes that belong to the same operon and that are not even genetically linked on the *C. crescentus* chromosome. This contrast with the Dcm/Vsr^Ec^ pair found in *E. coli*^31^ but, to some extent, shows similarities with a few *Neisseria* Vsr proteins that can repair TG mismatches in a diversity of DNA contexts.^34^ Still, in *Neisseria*, the genes encoding these characterized Vsr proteins were systematically found next to a MTase gene (that was sometimes truncated), unlike what we found in *C. crescentus*. Such distancing between Vsr- and MTase-encoding genes on bacterial genomes may then promote their horizontal transfer as “solitary” elements and could potentially explain why “solitary” Vsr-encoding genes have now been observed in sequenced bacterial genomes.^38^ Our study also suggests that the presence of a *vsr*-like gene can stabilize a cytosine MTase-encoding gene in a bacterial genome since we showed that the presence/expression of *vsrA* seriously compromised the fitness/competitiveness of *C. crescentus* cells that lost their *scmA* gene (Figure 2B compared to Figure S10). Altogether, our study paves the way to better understanding the impact, the transmission and the stabilization of solitary cytosine MTases in a variety of bacteria.

### Limitations of the study

While this study provide evidence that ScmA methylates cytosines in YGCCGGCR motifs, we did not find an obvious biological role for this solitary cytosine MTase in *C. crescentus* cells cultivated under standard growth conditions. Future studies should now focus on searching for a role in a variety of growth conditions or beyond *C. crescentus*. Another limitation is that we have not yet characterized the exact molecular activity of VsrA to prove that it can detect and repair TG mismatches located in the many YGCCGGCR motifs methylated by ScmA on the *C. crescentus* genome. This will be important to then examine at which subcellular location, and at which frequency, the VSP repair process takes place in *C. crescentus*.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Justine Collier ().

### Materials availability

Plasmids and strains generated in this study are stored in the lead contact laboratory and are available upon request. This study did not generate unique reagents.

### Data and code availability

• RNA-seq data are available as NCBI GEO (GSE286545 and GSE286547 with links in the key resources table).
• This study did not involve unique codes.
• This study did not involve other unique items.

## Acknowledgments

We thank Tiancong Chai and Jacqueline Masternak for their technical contribution during the construction of strains/plasmids. We also thank Pedro Oliveira, Laurent Casini, Sandra Martin, Florian Fournes, and Corentin Jaboulay for helpful discussions during the project. We finally thank other members of the Lausanne Genomic Technologies Facility for RNA-seq library preparations and sequencing.

## Author contributions

N.M., G.W., and J.C. designed the research; N.M., G.W., N.P., and J.C. planned the experiments; N.M., G.W., N.P., K.B., and J.M. performed and/or analyzed experiments; N.M. and J.C. wrote the article. All the authors edited the article.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Deposited data**		

RNAseq data related to Table S4	NCBI GEO	GSE286545: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE286545
RNAseq data related to Table S5	NCBI GEO	GSE286547: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE286547

**Experimental models: Organisms/strains**		

Listed with references in Table S1	–	–

**Oligonucleotides**		

Listed in Table S3	Sigma-Aldrich	–

**Recombinant DNA**		

Listed with references in Table S2	–	–

### Experimental models and study participant details

Bacterial strains used in this study are listed in Table S1 available in supplemental information.

### Method details

#### Growth conditions

*E. coli* cells were cultivated in/on Luria-Bertani (LB) medium or on LB agar (1.5%) plates at 37°C. *C. crescentus* strains were grown in/on Peptone Yeast Extract (PYE+/-1.5% agar) complex medium or in M2G minimal medium.^62^ When required to maintain plasmids into strains, antibiotics were added into the medium at the following concentrations (liquid/plates): kanamycin 30/50 μg/ml, streptomycin 30/30 μg/ml, gentamycin 15/20 μg/ml, oxytetracycline 12/12 mg/ml and ampicillin 50/100 mg/ml for *E. coli*; kanamycin 5/25 μg/ml, spectinomycin 25/100 μg/ml, gentamycin 1/5 μg/ml and oxytetracycline 1/1 μg/ml for *C. crescentus*. During BACTH assays, isopropyl β-d-1-thiogalactopyranoside (IPTG, AppliChem) was added at a final concentration of 0.5 mM and 5-bromo-4-chloro-3-indolyl-β-d-galactopyranoside (X-gal, AppliChem) was added at a final concentration of 40 μg/ml to detect β-galactosidase (LacZ) activity on plates.

#### Molecular cloning procedures and plasmids constructions

DNA manipulations and molecular cloning procedures were performed according to standard protocols. All constructs were verified by colony PCR and/or Sanger sequencing (Microsynth AG). Plasmids and oligonucleotides used in this study are listed in Tables S2 and S3, respectively, available in supplemental information.

##### Derivative of pBXMCS-2

To construct pBX-1motif: a first 878 bp sequence containing a 5′-end HpaII motif and a 3′-end YGCCGGCR motif and a second 1359 bp sequence containing a 3′-end HpaII motif, were both amplified using primer pairs NM210/NM211 or NM212/213 using chromosomal *C. crescentus* NA1000 gDNA as a template. The two fragments were digested with HindIII/KpnI and KpnI/SpeI, respectively, and cloned into the HindIII/SpeI-digested pBXMCS-2 vector by triple ligation.

To construct pBX-VsrA: the *vsrA* ORF was amplified with primer pair NM91/NM92 using chromosomal *C. crescentus* NA1000 gDNA as a template. The fragment was subsequently digested with NdeI/EcoRI and ligated into the NdeI/EcoRI -digested pBXMCS-2 vector.

##### Derivatives of pNPTS138

• To construct pNPTS138*::ΔscmA*: the ∼500 bp sequences upstream and downstream of the *scmA* (*CCNA_01085*) ORF were amplified with primer pairs TC79/TC80 or TC81/TC82 using chromosomal *C. crescentus* NA1000 gDNA as a template. The two fragments were digested with SpeI/BamHI and BamHI/EcoRI, respectively, and cloned into the SpeI/EcoRI-digested pNPTS138 vector by triple ligation.
• To construct pNPTS138*::ΔvsrA*: the ∼500 bp sequences upstream and downstream of *vsrA* (*CCNA_02930*) ORF were amplified with primer pairs NM31/NM32 or NM33/NM34 using chromosomal *C. crescentus* NA1000 gDNA as a template. The two fragments contained 33-nucleotide overhangs and were used as templates for overlap extension PCR in a second round of PCR using the primer pair NM31/NM34. The fragment was subsequently digested with SpeI/BamHI and cloned into the SpeI/BamHI-digested pNPTS138 vector by double ligation.
• To construct pNPTS138*::Δ2876*: the ∼500 bp sequences upstream and downstream of *CCNA_02876* were amplified with primer pairs NM27/NM28 or NM29/NM30 using chromosomal *C. crescentus* NA1000 gDNA as a template. The two fragments contained a 34-nucleotide overhang and were used as templates for overlap extension PCR in a second round of PCR using primer pair NM27/NM30. The fragment was subsequently digested with SpeI/BamHI and cloned into the SpeI/BamHI-digested pNPTS138 vector by double ligation.
• To construct pNPTS138::P*imuA::mCherry*: the ∼500 bp sequences upstream and downstream of the 3′-end of *imuA* were amplified with primer pairs NM218/NM219 or NM222/NM223 using chromosomal *C. crescentus* NA1000 gDNA as a template. The *mCherry* ORF was amplified from pCHYC-1 using the primer pair NM220/NM221 that created a 5′-aaagaggagaaa-3′ ribosome binding site located in frame with the *mCherry* ORF. The three fragments containing 26-29-nucleotide overhangs were then used as templates for overlap extension PCR in a second round of PCR using the primer pair NM218/NM223. The fragment was subsequently digested with SpeI/EcoRI and cloned into the SpeI/EcoRI-digested pNPTS138 vector by double ligation.
• To construct pNPTS138::P*bapE::mCherry*: the ∼500 bp sequences upstream and downstream of the 3′-end of *bapE* were amplified with primer pairs NM114/NM115 or NM118/NM119 using chromosomal *C. crescentus* NA1000 gDNA as a template. The *mCherry* ORF was amplified from pCHYC-1 using the primer pair NM116/NM117 that created a 5′-aaagaggagaaa-3′ ribosome binding site in frame with the *mCherry* ORF. The three fragments containing a 26-29-nucleotide overhangs were used as templates for overlap extension PCR in a second round of PCR using primer pair NM114/NM119. The fragment was subsequently digested with SpeI/EcoRI and cloned into the SpeI/EcoRI-digested pNPTS138 vector by double ligation.
• To construct pNPTS138::*GFP::vsrA*: the ∼500 bp sequences upstream and downstream of the 5′ end of the *vsrA* ORF were amplified with primer pairs NM169/NM170 and NM173/NM174 using chromosomal *C. crescentus* NA1000 gDNA as a template. The *GFP* gene without its stop codon was amplified from pGFPC-1 using the primer pair NM171/NM172. The three fragments containing 22-30-nucleotide overhangs were used as templates for overlap extension PCR in a second round of PCR using the primer pair NM169/NM174. The fragment was subsequently digested with SpeI/EcoRI and cloned into the SpeI/EcoRI-digested digested pNPTS138 vector by double ligation.

##### Derivatives of pUT18

• To construct pUT18::*mutS*: the *mutS* ORF was amplified with primer pair NM201/NM202 using chromosomal *C. crescentus* NA1000 gDNA as a template. The fragment was subsequently digested with BamHI/KpnI and cloned into the BamHI/KpnI-digested pUT18 BACTH vector by double ligation.
• To construct pUT18::*mutL*: the *mutL* ORF was amplified with primer pair NM203/NM204 using chromosomal *C. crescentus* NA1000 gDNA as a template. The fragment was subsequently digested with BamHI/KpnI and cloned into the BamHI/KpnI-digested pUT18 BACTH vector by double ligation.

##### Derivative of pKT25

To construct pKT25::*vsrA*: the *vsrA* ORF was amplified with primer pair NM205/NM206 using chromosomal *C. crescentus* NA1000 gDNA as a template. The fragment was subsequently digested with BamHI/KpnI and cloned into the BamHI/KpnI-digested pKT25 BACTH vector by double ligation.

##### Derivatives of p*lacZ*290

To construct pP1+P2::*lacZ290:* the 754 bp region upstream of the *vsrA* ORF was amplified with primer pair NPJC30/NPJC32 using chromosomal *C. crescentus* NA1000 gDNA as a template. The fragment was subsequently digested with HindIII/EcoRI and ligated into the HindIII/EcoRI -digested p*lacZ*290 vector.

To construct pP2::*lacZ290:* the 452 bp region upstream of the *vsrA* ORF was amplified with primer pair NPJC30/NPJC31 using chromosomal *C. crescentus* NA1000 gDNA as a template. The fragment was subsequently digested with HindIII/EcoRI and ligated into the HindIII/EcoRI -digested p*lacZ*290 vector.

#### Strain constructions

• Integrative or replicative plasmids were introduced into *C. crescentus* cells by electro-transformation.
• Gene deletions or gene replacements on the *C. crescentus* chromosome were done using pNPTS138 derivatives and a two-step recombination procedure. Briefly, pNPTS138 derivatives were first introduced into the chromosome of *C. crescentus* cells by transformation and a first event of homologous recombination at the targeted locus (selection on PYEA+Km plates). A few colonies were then cultivated over-night in PYE (no Km; plasmid re-excision step via a second homologous recombination event) and subsequently plated on PYEA+Sucrose 3% to select the colonies that lost the *sacB* gene/plasmid. Sucrose-resistant and Km-sensitive colonies were then screened and the genotype of these colonies were differentiated by colony-PCR (one expects to find ∼50% of *WT* and ∼50% of genetically-modified colonies at that step). This method was used to construct the following strains: JC2005, JC2540, JC2542, JC2987, JC2474, JC2539, JC2541, JC3104, JC3105, JC3107, JC3109, JC2813, JC2814, JC2815, JC2860, JC2861, JC3072 and JC3075.
• To construct the JC2985, JC2984 and JC3049 strains, the pVGFPC-1 and pVGFPC-4 integrative plasmids were inserted at the native *vanA* locus on the *C. crescentus* chromosome by homologous recombination, which was confirmed by PCR.^63^

#### Restriction enzyme-based detection of 5mC bases

The pBX-1motif plasmid was isolated from overnight cultures of *C. crescentus* cells cultivated in PYE medium or of *E. coli* cells cultivated in LB medium. 700 ng of pBX-1motif were digested for 2h at 37°C using the 5mC-sensitive HpaII or MspI restriction endonucleases (New England Biolabs, USA). The size of the resulting restriction fragments was then estimated using agarose gel electrophoresis.

#### Fitness assays comparing mono- and co-cultures of *C. crescentus* strains

*C. crescentus* strains were cultivated overnight in PYE medium. Stationary phase mono-cultures were then diluted into 3mL of PYE to reach a starting OD_660nm_ of ∼0.05. For co-cultures to compare the fitness of two strains, an approximately equal numbers of cells of each genotype was inoculated simultaneously into 3mL of PYE to reach a starting OD_660nm_ of ∼0.05 (= OD_660nm_ of ∼0.025 for each strain). Mono- and co-cultures were then diluted back 1000-fold (still in PYE) after 7 hours of growth and again 20-fold after 17 more hours of growth to maintain cells mostly in exponential phase for 24 hours. These 24 hour-cycles were repeated for a total duration of 5 days (Figures 2 and S10) or 4 days (Figure S3). The doubling time (dt) of each culture was estimated using the following formula: dt = ln2/r, with r corresponding to the growth rate. We thereby estimated that cells went through ∼51 generations during this 5-day period (or ∼40 generations during the 4-day period). At regular time intervals (before each dilution), aliquots of mono- or co-cultures were collected and serially diluted prior to plating onto PYEA+Spec and PYEA+Gent to count colony-forming units per mL of culture (CFU/mL) corresponding to each genotype.

#### Microscopy and image analysis

Cells were imaged immediately from fresh cultures or after being stored at 4°C for up to a few days after being fixed using a 5X-fix solution (150 mM NaPO4, 12.5% formaldehyde at pH 7.5). Fresh or fixed cells were transferred onto M2 medium with 1% agarose pads on glass slides and were then covered with a coverslip. For phase contrast and fluorescence microscopy, two microscope systems were used depending on the experiments: one (used for Figures 4, S2, and S5) was an AxioImager M1 microscope (Zeiss) as described in^64^ and the other one (used for Figures 6 and S12) was a Leica DMi8 as described in.^65^ The Fiji (imageJ) 2.3.0 software with the MicrobeJ plugin^66^ was used to analyze images to estimate the length of cells or to identify the proportion of fluorescent cells (from SOS reporters) or of cells with a given number of GFP-VsrA foci in a given cell population.

#### RNA extraction

RNA samples were prepared from 10 mL of exponentially growing *C. crescentus* cells cultivated in M2G medium (OD_660nm_∼0.4). Cells were pelleted and immediately frozen in liquid nitrogen prior to storage at -80°C. RNA were extracted using the RNeasy Mini-Kit from Qiagen following the manufacturer’s protocol including a DNase I (RNase-free DNases set from Qiagen) treatment and a second TURBO DNA-free^TM^ DNase treatment (from Invitrogen) following the protocol of the manufacturer. RNA samples were then re-purified using a RNA clean-up procedure (RNeasy Mini-Kit). Absence of DNA contaminations was verified by standard PCR. The quality of RNA samples was verified on an agarose gel and using a Fragment Analyzer (Agilent Technologies): the RNAs had RQNs between 9.7 and 10.

#### RNA-sequencing and analyses

##### RNA-seq library preparation

For Figure 3A and Table S4, RNA-seq libraries were prepared from 1000 ng of total RNA with the Illumina Truseq stranded mRNA Prep reagents (Illumina) using a unique dual indexing strategy and following the official protocol. The polyA selection step was replaced by rRNA depletion step with the Ribo-off rRNA Depletion Kit (Bacteria) (Vazyme). For Figure 3B and Table S5, RNA-seq libraries were prepared from 100 ng of total RNA with the Illumina Stranded mRNA Prep reagents (Illumina) using unique dual indexing strategy, and following the official protocol automated on the Sciclone liquid handling robot (PerkinElmer). The polyA selection step was replaced by rRNA depletion step with the RiboCop for Bacteria mixed bacterial samples reagents (Lexogen). All libraries were quantified by a fluorometric method (QubIT, Life Technologies) and their quality assessed on the Fragment Analyzer. Sequencing was performed either on the Illumina HiSeq 4000 or on the NovaSeq 6000 v1.5 flow cell with single read settings. Sequencing data were demultiplexed using the bcl2fastq2 Conversion Software (version 2.20, Illumina).

##### RNA-seq data processing and analyses

Purity-filtered reads were adapted and quality trimmed with Cutadapt (v. 1.8 for Figure 3A and Table S4 and v. 2.5 for Figure 3B and Table S5).^67^ Upon removal of reads matching to ribosomal RNA sequences (fastq_screen v. 0.11.1) and further filtering for low complexity with reaper (v. 15–065,^68^ reads were aligned against *Caulobacter crescentus na1000.ASM2200v1* genome using STAR (v. 2.5.3a.^69^ The number of read counts per gene locus was summarized with htseq-count (v. 0.9.1;^70^) using *Caulobacter crescentus na1000.ASM2200v1* gene annotation. Quality of the RNA-seq data alignment was assessed using RSeQC (v. 2.3.7;^71^). The counts per gene table was used for statistical analysis. Quality control analysis was performed through sample density distribution plots, hierarchical clustering and sample PCA. For Figure 3A and Table S4, statistical analyses were performed in R (R version 3.6.1). Genes with no counts were filtered out from the dataset. Library sizes were scaled using TMM normalization (EdgeR package version 3.28.1;^72^) and log2-transformed with the limma cpm function (prior counts set to 1). Differential expression was computed with limma (Limma v3.42.2;^73^) by fitting the samples into a linear model using as factors three experimental conditions and the batch and then performing the *ΔscmA* vs *WT* comparison. For Figure 3B and Table S5, statistical analyses were performed in R (R version 4.2.1). Genes with at least 1 count per million (cpm) in at least 3 samples were retained for the analysis. Library sizes were scaled using TMM normalization (EdgeR v3.40.1) and log2-transformed with the limma cpm function (prior counts set to 3). Differential expression was computed with limma (Limma v3.54.0) by fitting the samples into a linear model and performing the *ΔscmA ΔvsrA* vs *ΔvsrA* comparison. For both analyses, moderated t-tests were used for the comparisons and P-value adjustments were done using the Benjamini-Hochberg method.

#### β-galactosidase assays

*C. crescentus* cells were grown exponentially in the indicated media. 200μl of cultures were used for each β-galactosidase assay following a standard protocol.^74^

#### Bacterial adenylate cyclase two-hybrid (BACTH) assays

*E. coli* BTH101 cells were co-transformed with the pUT18 and pKT25 plasmids or with their derivatives by electroporation. ∼50 co-transformants were pooled together and resuspended in 100 μl of LB. 5 μl of this cell suspension was then spotted onto LBA plates containing X-Gal+IPTG+kanamycin+ampicillin and incubated for 48 hours at 30°C. Blue patches then indicate that the two tested proteins interact.

Quantitative β-galactosidase assays were then performed from these bacterial patches as described in.^75^ Briefly, the bacterial patches were collected and resuspended in 1 ml of sterile phosphate-buffered saline (PBS). The suspensions were then diluted 10-fold and 500 μl of this diluted cell suspension was used to perform a β-galactosidase assay as described in.^74^

### Quantification and statistical analysis

Sample sizes (n) are indicated in figure legends. Statistical analyses were carried out using RStudio (version 2024.04.2+764). Statistical analyses were done using two-tailed Student’s *t*-tests.

## Supplemental information

Document S1. Figures S1–S14 and Tables S1–S3

Table S4. RNA-seq results comparing the transcriptome of *ΔscmA* (JC2005) and *WT* (JC450) cells, related to Figure 3A The complete data and a list of genes that were significantly misregulated (adjusted *p* value < 0.05 and log_2_FC ≥ 1 or log_2_FC ≤ −1) are included in two distinct sheets. Significantly misregulated genes are highlighted in gray. On the sheet containing the list of significant results, genes previously identified as DNA-damage induced genes 40, 42 are highlighted in yellow and the presence or absence of a LexA binding site is stated (SOS response genes). The eventual presence of YGCCGGCR motifs in the 250 bp sequences upstream of the annotated start codon of each gene is also indicated.

Table S5. RNA-seq results comparing the transcriptome of *ΔscmA ΔvsrA* (JC2542) and *ΔvsrA* (JC2540) cells, related to Figure 3B The complete data and a list of genes that were significantly misregulated (adjusted *p* value < 0.05 and log_2_FC ≥ 1 or log_2_FC ≤ −1) are included in two distinct sheets. Significantly misregulated genes are highlighted in gray. The eventual presence of YGCCGGCR motifs in the 250 bp sequences upstream of the annotated start codon of each gene is also indicated.

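Table S5 could be read for 1920 of the 3993 genes of its complete sheet. All named genes among them had log2 fold changes below 0, so named genes that were higher, such as *CCNA_01854*, were not checked against the table. For these genes, log2 CPM computed from the deposited counts with TMM scaling and a prior count of 3 differed from the table's by at most 4.99e-05 in any library, and the log2 fold changes from limma by at most 4.77e-06, which is the rounding of the table. The libraries that the table numbers B1, B2 and B3 are replicates A, B and C. Both *scmA* and *CCNA_01084* passed the thresholds in limma over all 3993 genes, and no other gene did, while 128 genes had an unadjusted p under 0.05. The log2 fold change in the table is the difference of mean log2 CPM between strains, so it weighs each culture equally, and for genes whose level differs strongly between cultures of one strain a difference computed in this way can lie apart from edgeR's value, as limma and edgeR on the deposited counts did for *CCNA_01854*.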

Data S1. Interactive volcano plot corresponding to RNA-seq results comparing the transcriptome of *ΔscmA ΔvsrA* (JC2542) and *ΔvsrA* (JC2540) cells, related to Figure 3B Black and red dots correspond to genes that were significantly misregulated (adjusted *p* value < 0.05 and log_2_FC ≥ 1 in red for “upReg” or log_2_FC ≤ −1 in black for “downReg”); gray dots correspond to genes that were not significantly misregulated (“nonDE”: adjusted *p* value > 0.05 or −1<log_2_FC < 1).

Data S2. Interactive volcano plot corresponding to RNA-seq results comparing the transcriptome of *ΔscmA* (JC2005) and *WT* (JC450) cells, related to Figure 3A Black and red dots correspond to genes that were significantly misregulated (adjusted *p* value < 0.05 and log_2_FC ≥ 1 in red for “upReg” or log_2_FC ≤ −1 in black for “downReg”); gray dots correspond to genes that were not significantly misregulated (“nonDE”: adjusted *p* value > 0.05 or −1<log_2_FC < 1).

# Supplementary material for: Cytosine methylation contributes to the fitness of Caulobacter cells naturally expressing a Vsr-like protein
**Source:** iScience. 2026 Jan 20;29(2):114749. doi: 10.1016/j.isci.2026.114749
**Supplement:** Document S1. Figures S1–S14 and Tables S1–S3

Supplemental information

**Cytosine methylation contributes to the fitness
of *Caulobacter* cells naturally
expressing a Vsr-like protein**

Noémie Matthey, Giorgia Wennubst, Nicolas Pellaton, Karolina Bojkowska, Julien Marquis, and Justine Collier

**Cytosine methylation by ScmA contributes to the fitness of
Caulobacter crescentus cells naturally expressing a Vsr-like protein**

Noémie MATTHEY, Giorgia WENNUBST, Nicolas PELLATON, Karolina BOJKOWSKA,
Julien MARQUIS, and Justine COLLIER

SUPPLEMENTARY DATA AND TABLES

Content:

Pages 2-15: Supplementary Figures S1 to S14 with legends

Pages 16-20: Supplementary Tables S1 to S3 with captions

Page 21: Supplementary References

Supplementary Figures with their legends:

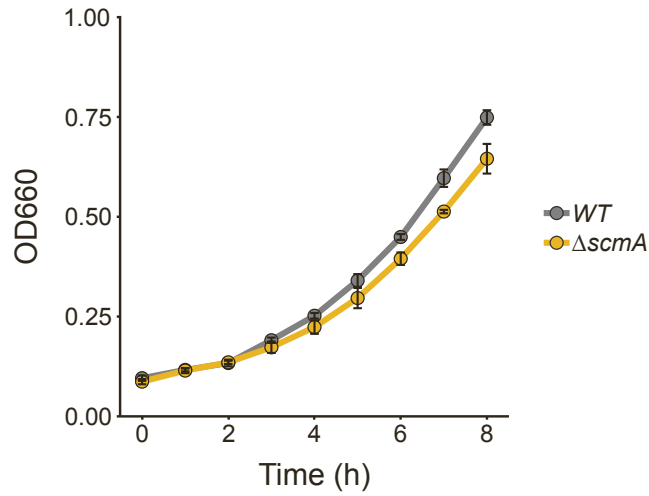

Figure S1: The growth rates of wild-type and $\Delta scmA$ *C. crescentus* cells cultivated in minimal medium are globally comparable. Growth curves of *WT* (JC450) and $\Delta scmA$ (JC2005) cells cultivated in minimal M2G medium. Cells were first cultivated overnight in PYE medium (reaching stationary phase) and cultures were then diluted 10-fold into M2G medium. Cells were then cultivated until they reached stationary phase, and the cultures were diluted again into fresh M2G medium to reach an OD_{660nm}~0.1 at time 0. The OD_{660nm} was then measured every hour for 8 hours. The values plotted in these growth curves correspond to the average measurements from at least three independent biological experiments (error bars = $\pm$ SD).

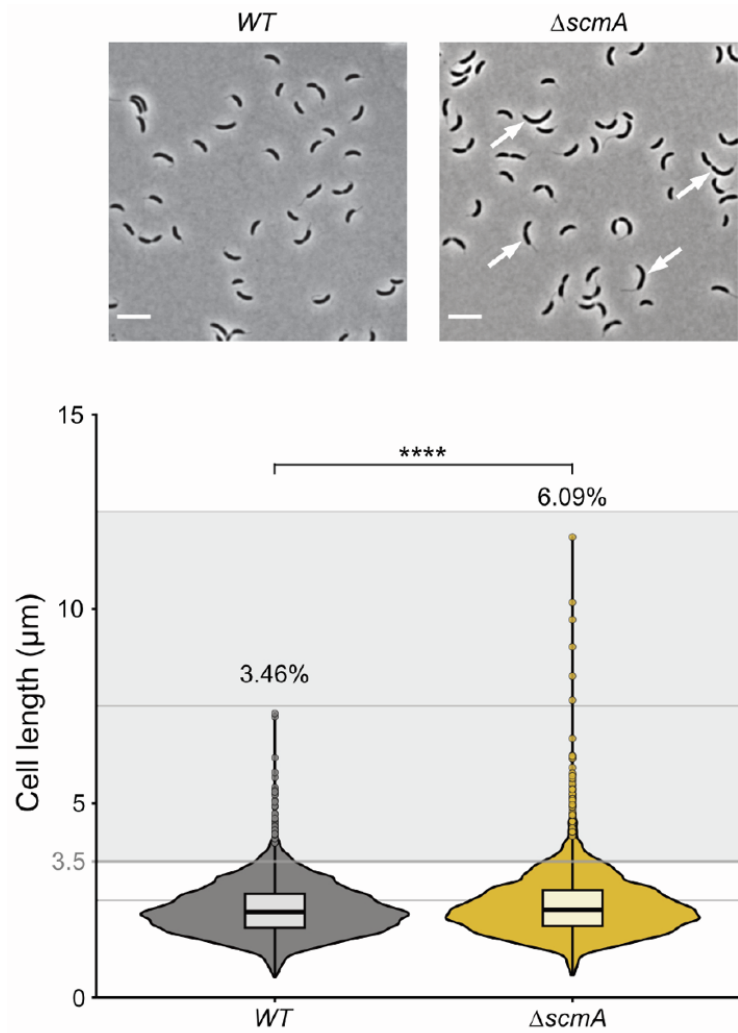

Figure S2: $\Delta scmA$ cells are more often significantly more elongated than isogenic wild-type *C. crescentus* cells. WT (JC450) and $\Delta scmA$ (JC2005) cells were cultivated exponentially in M2G medium until they reached an $OD_{660nm} \sim 0.4$. Cells were then fixed before being imaged by phase-contrast microscopy. Representative images are shown in the upper panel with white arrows pointing at significantly elongated cells. Scale bar = 2 μm . The lower panel corresponds to violin plots showing the cell length distribution in each cell population. The length of minimum 900 cells per biological replicate was measured and the values of three independent biological replicates were used to make these violin plots. Cells greater than 3.5 μm -long (grey zone) were considered as significantly elongated compared to the rest of the population; the percentage of these significantly elongated cells in each population is indicated above each plot. The boxes indicate the interquartile range with the center representing the median. Statistical significance is indicated (****= $p < 0.0001$).

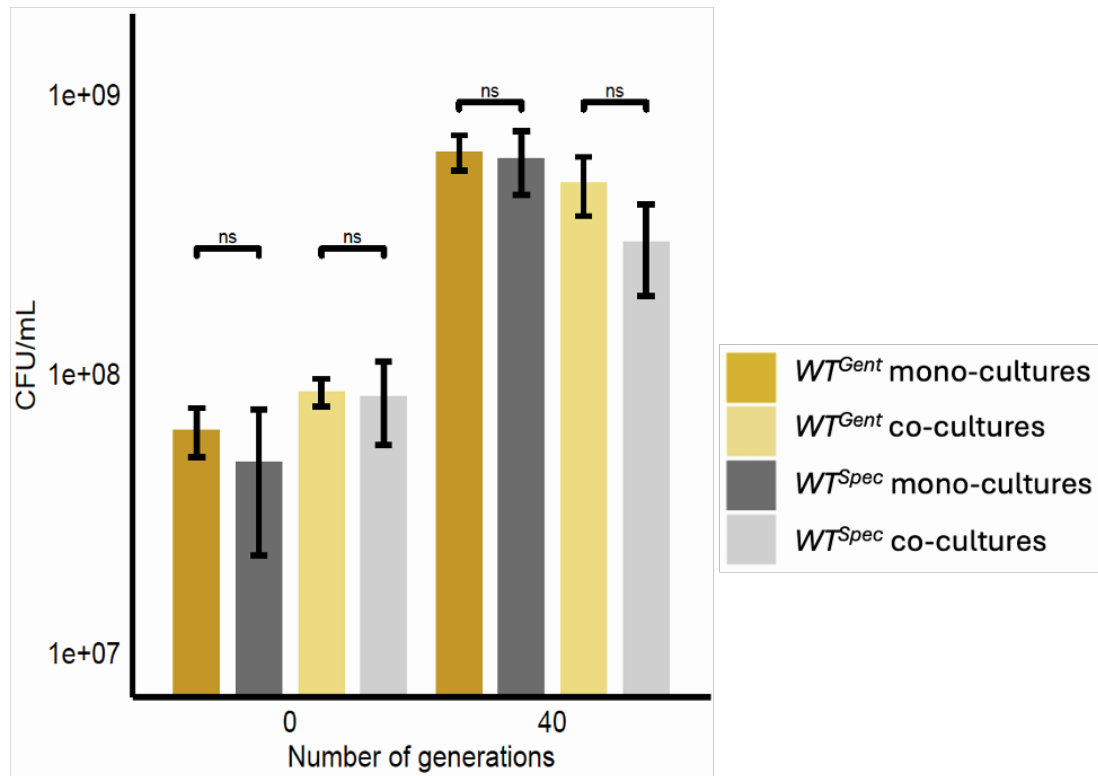

Figure S3: The *Spec* and *Gent* resistance cassettes do not impact the fitness of *WT C. crescentus* cells (control experiment related to Fig.2B). Monocultures and co-cultures of *WT^{Spec}* (JC2985) and/or *WT^{Gent}* (JC2983) cells were cultivated in complex PYE medium for ~40 generations (the generation time of these strains is close to 2 hours under these conditions). Before each regular dilution, spectinomycin-resistant (*WT^{Spec}*) and gentamycin-resistant (*WT^{Gent}*) colony forming units (CFU) per mL of (co-)cultures were measured on antibiotic-containing PYEA plates. The plotted values correspond to average measurements from three independent biological replicates. Error bars correspond to standard deviations ($\pm$ SD). Statistical significance is indicated (ns = $p > 0.05$).

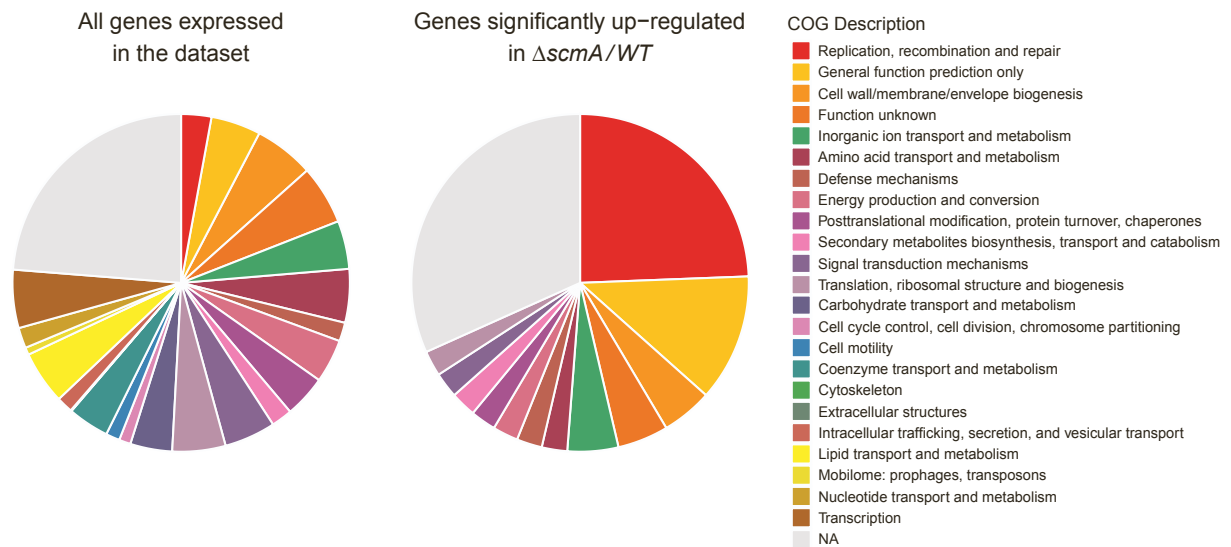

Figure S4: The COG category “Replication, recombination and repair” is particularly over-represented among the genes that are significantly up-regulated in *ΔscmA* compared to *WT* cells. Pie charts representing the proportion of genes in each COG category among all the genes that were expressed during these experiments (same experiments as shown in Fig.3) and among the genes that were significantly up-regulated (adjusted *P*-value >0.05 and/or FC<2) in *ΔscmA* (JC2005) cells compared to *WT* (JC450) cells. A distinct color was assigned to each COG category. NA = no COG assigned. COG categories were assigned to *C. crescentus* genes using the *cogclassifier* tool (v1.0.5) from bioconda. Out of 3’859 UniProtKB entries for the NA1000 strain, 81.58% (3148) protein sequences were classified to a COG functional category.

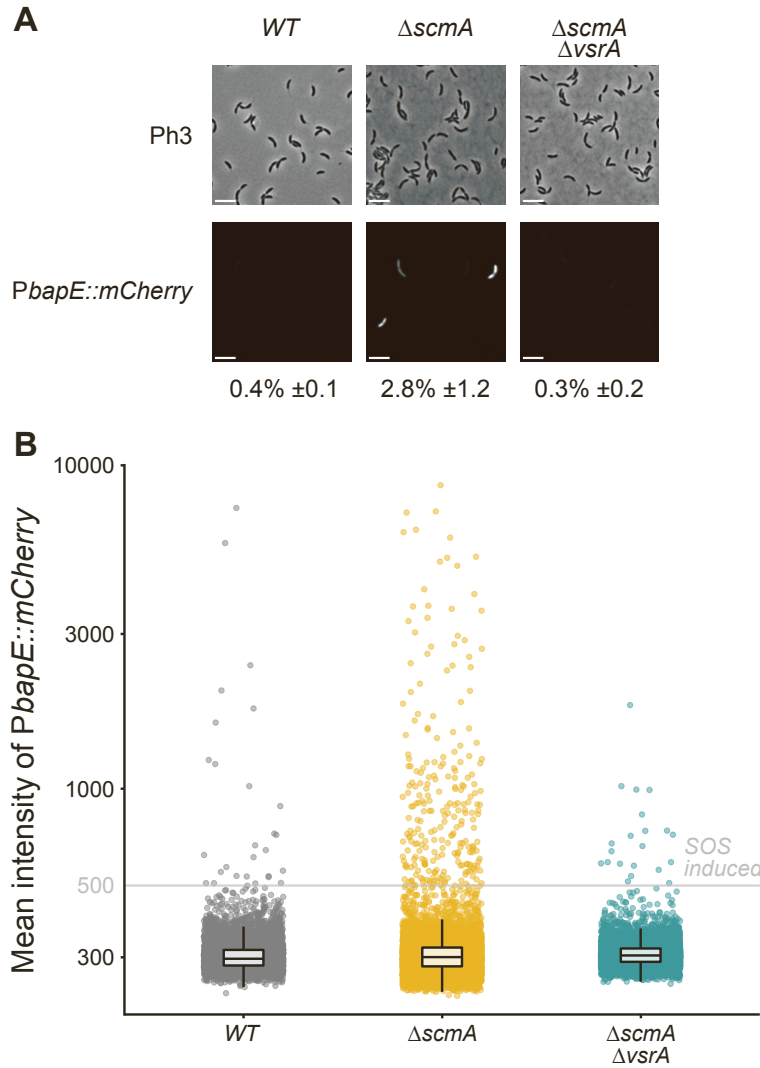

Figure S5: Single-cell fluorescence microscopy assays showing that a VsrA-dependent SOS response is turned on in a subset of $\Delta scmA$ cells in clonal populations. The *PbabE::mCherry* reporter was integrated at the *bapE* locus on the genome of *WT* (giving JC2813), $\Delta scmA$ (giving JC2814) or $\Delta scmA \Delta vsrA$ (giving JC2815) cells. The resulting strains were cultivated in exponential phase in PYE complex medium. **(A)** Phase contrast (Ph3) and mCherry images of representative cells are shown. Scale bars indicate 2 μ m. **(B)** Quantification of the cytoplasmic fluorescence intensity (arbitrary units) of cells in populations from (A). The average cytoplasmic fluorescence intensity of minimum 6000 cells of each strain/culture (3 biological replicates of each with minimum 2000 cells/replicate) is shown: the boxes indicate the interquartile range with the center representing the median. Dots above the “SOS” threshold represented by the grey line were used to estimate the percentage of cells in each population displaying an obvious SOS response, as indicated under each microscopy image in panel (A).

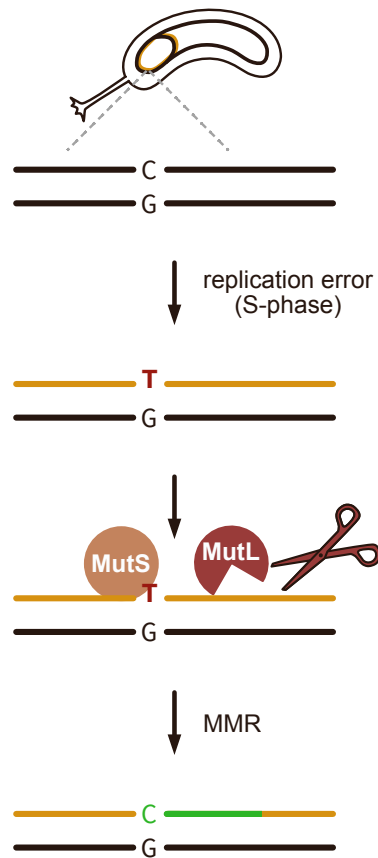

Figure S6: Model for the DNA mismatch repair (MMR) process in *C. crescentus* (inspired from ¹). During DNA replication (S-phase), the DNA Pol III can accidentally mis-incorporate bases in the newly synthesized DNA strand (represented in orange; a TG mismatch is shown as an example). MutS will recognize these mismatches and recruit/activate the MutL endonuclease to nick the newly replicated DNA strand to initiate the repair of the mismatch. The DNA PolIII then re-synthesizes a patch of that DNA strand (shown in green). How MutL recognizes the newly synthesized DNA strand that it needs to nick during this process remains unclear.

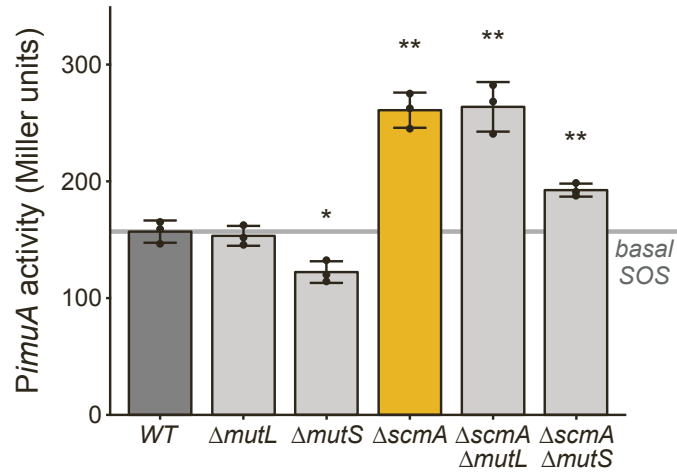

Figure S7: The SOS response that is turned on in a subset of $\Delta scmA$ cells does not involve MutL or MutS. The *PimuA::lacZ290* reporter was introduced into the chromosome of the indicated *C. crescentus* strains and β -galactosidase assays were performed on cells cultivated exponentially in PYE medium (cultures with an $OD_{660nm} \sim 0.3$). The grey line represents the average basal SOS response found in *WT* cells. The plotted values correspond to the average promoter activities measured from three independent biological replicates with two technical replicates each (error bars = $\pm$ SD). Statistical significance is indicated (*= $p < 0.05$; **= $p < 0.01$).

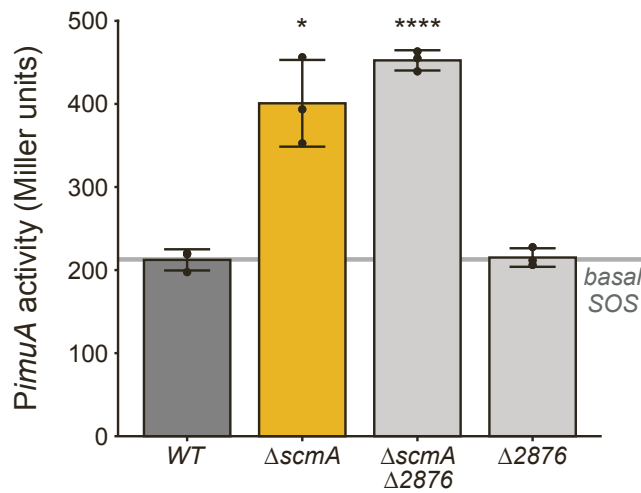

Figure S8: The CCNA_02876 Vsr-like endonuclease is not involved in the SOS response detected in $\Delta scmA$ cells. The *PimuA::lacZ290* reporter was introduced into the chromosome of the indicated *C. crescentus* strains and β -galactosidase assays were performed on cells cultivated exponentially in PYE medium (cultures with an $OD_{660nm} \sim 0.4$). The grey line represents the average basal SOS response found in *WT* cells. The plotted values correspond to the average promoter activities measured from three independent biological replicates with two technical replicates each (error bars = $\pm$ SD). Statistical significance is indicated (*= $p < 0.05$; ****= $p < 0.0001$).

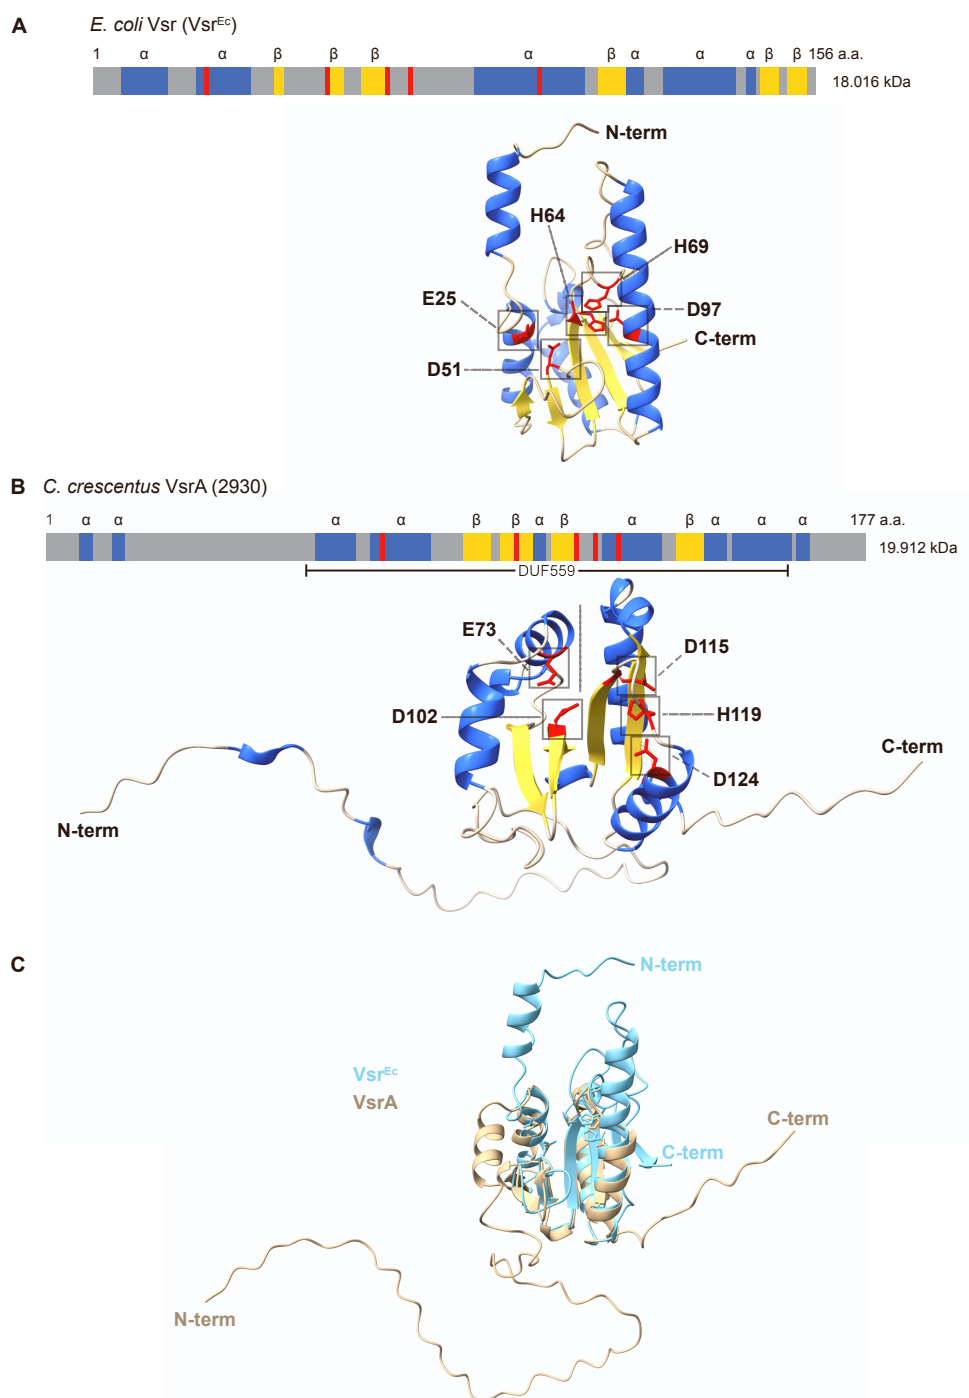

Figure S9: Comparison of the predicted structures of the *Escherichia coli* Vsr^{Ec} and the *Caulobacter crescentus* VsrA proteins. Predicted organizations, structures, length in amino-acids and molecular weights of the Vsr^{Ec} protein of the *E. coli* K12 strain (**A**) and of the VsrA (CCNA_02930) protein of the *C. crescentus* NA1000 strain (**B**) are displayed. In panels **A** and **B**, linear and 3D schematics of the predicted structures ^{2,3} are shown. β -strands and α -helices are shown in yellow and blue, respectively. The amino-acid residues that are important for the endonuclease activity of Vsr^{Ec} (E25, D51, H64, H69 and D97) ^{4,5} are highlighted in red. The equivalent residues identified on VsrA (E73, D102, D115, H119 and D124) are also highlighted in red. (**C**) Alignment of the two predicted 3d structures from (A) and (B) with VsrA in brown and Vsr^{Ec} in blue. This superimposition was done using ChimeraX v.1.8 ⁶.

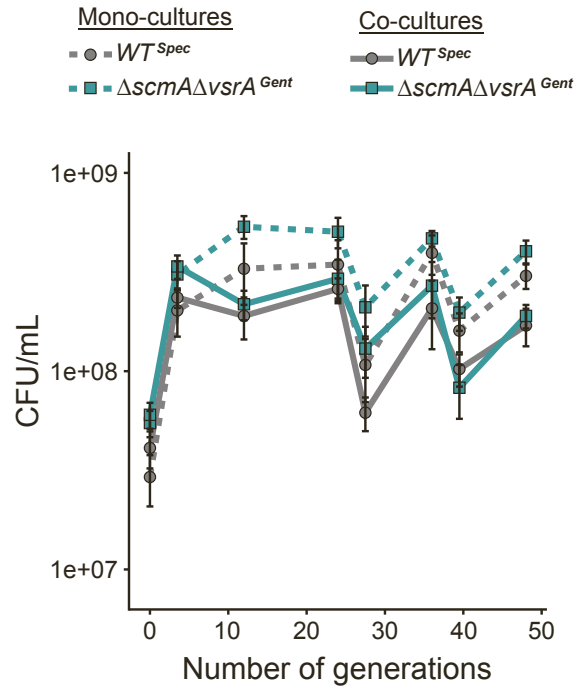

Figure S10: Wild-type *C. crescentus* cells do not outcompete $\Delta scmA \Delta vsrA$ cells during competition experiments. Monocultures (dashed lines) and co-cultures (solid lines) of *WT^{Spec}* (JC2985) and/or $\Delta scmA \Delta vsrA^{Gent}$ (JC3049) cells were cultivated in complex PYE medium for ~48 generations (the generation time of these strains was close to 2 hours under these conditions). Before each regular dilution, spectinomycin-resistant (*WT^{Spec}*) and gentamycin-resistant ($\Delta scmA \Delta vsrA^{Gent}$) colony forming units (CFU) per mL of (co-)cultures were measured on antibiotic-containing PYEA plates. The plotted values correspond to average measurements from four independent biological replicates (error bars = $\pm$ SD).

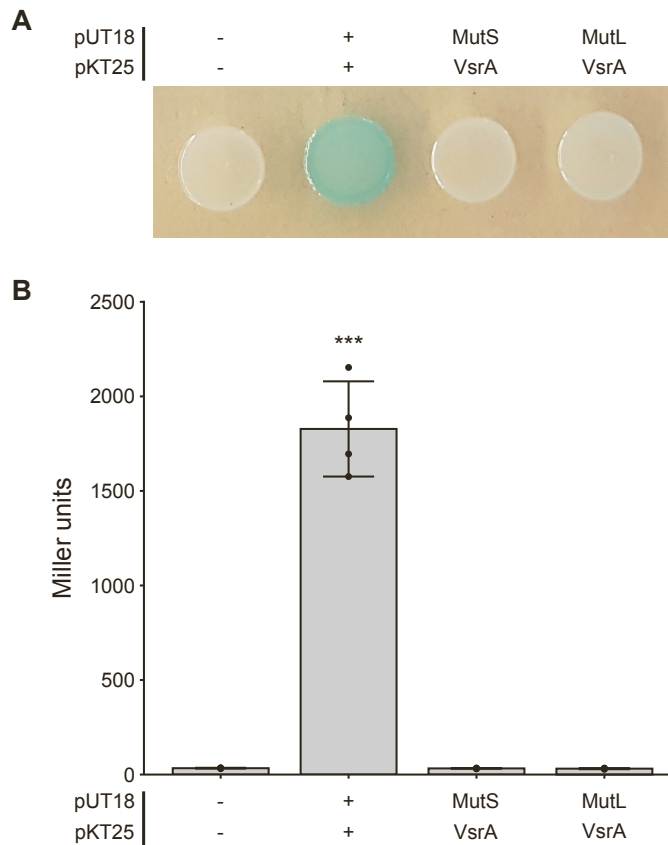

Figure S11: Bacterial two hybrid assays indicate that VsrA does not interact with the *C. crescentus* MutS or MutL proteins. MutS and MutL were fused to the T18 fragment of an adenylate cyclase, while VsrA was fused to a T25 fragment to test interactions. Assays were performed using *E. coli* BTH101 cells carrying either the empty pUT18 and pKT25 plasmids, or the pUT18-zip and pKT25-zip plasmids as negative (-) and positive (+) controls, respectively. **(A)** Representative images of bacterial patches on LBA+X-Gal+IPTG plates. **(B)** Results of β -galactosidase assays for BACTH using cells collected from 4 plates as shown in (A). The values are averages of activities measured from four independent biological replicates (error bars = $\pm$ SD). Statistical significance is indicated (***)= $p < 0.001$.

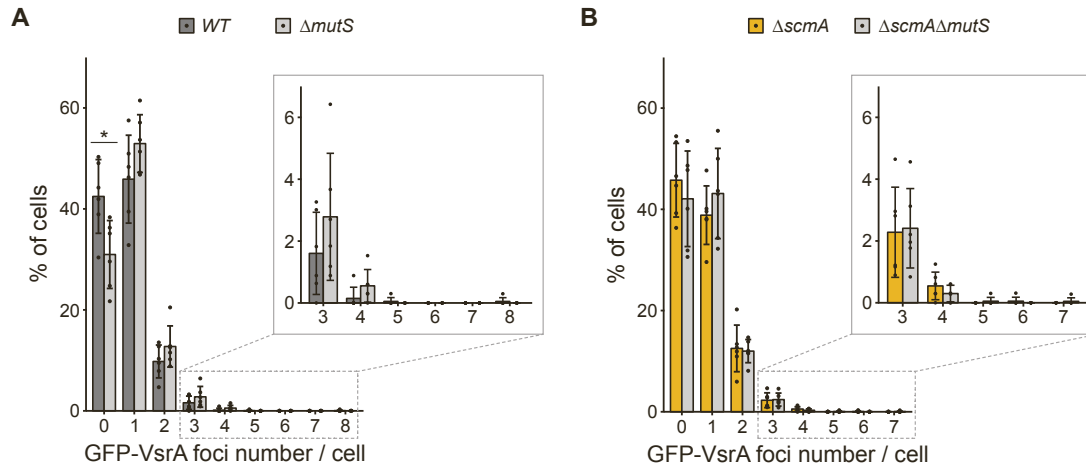

Figure S12: MutS has no impact on the proportion of cells displaying GFP-VsrA foci in stationary phase. The native *vsrA* gene was replaced by a *gfp-vsra* construct in *WT*, $\Delta mutS$, $\Delta scmA$ and $\Delta scmA \Delta mutS$ cells, giving the JC2860, JC3072, JC2861 and JC3075 strains, respectively. These strains were then cultivated in PYE medium until they reached stationary phase before being imaged with a fluorescence microscope. Phase contrast and GFP images of cells were acquired and the number of detectable GFP-VsrA foci per cell was analyzed for each cell population. Minimum 300 cells were analyzed for each biological replicate. Panels (A) and (B) show the percentage of cells displaying a given number of GFP-VsrA foci per cell for each population. The plotted values are averages of at least three independent biological replicates. (error bars = $\pm$ SD). Statistically significant differences comparing cells with different genotypes using a student's *t*-test is indicated as follows: * = *P*-value < 0.05.

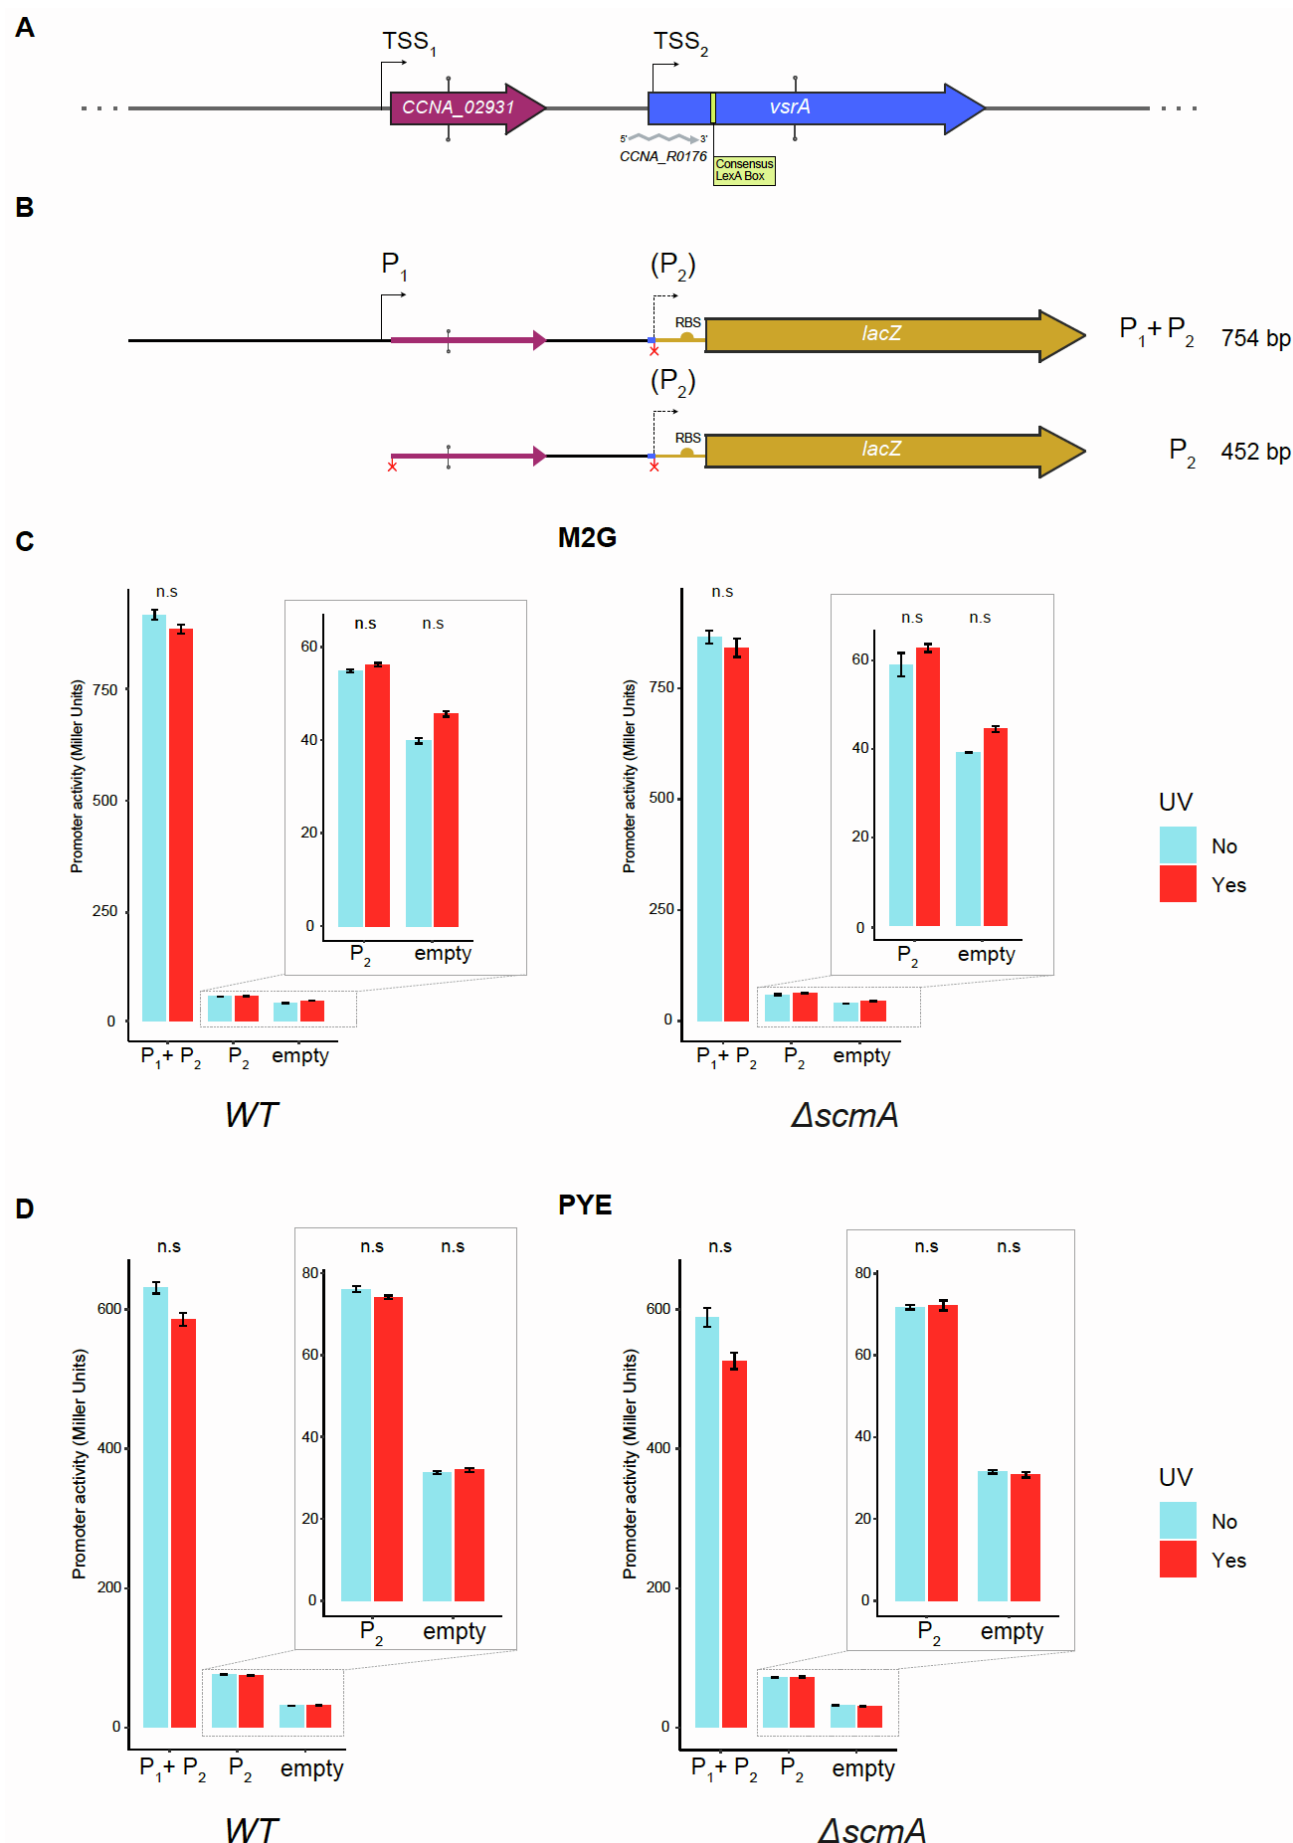

Figure S13: *vsrA* is mostly transcribed from an active promoter upstream of *CCNA_02931*, which is neither activated during DNA damaging conditions, nor in $\Delta scmA$ cells. (A) Schematic showing the *vsrA* ORF (blue arrow) and its upstream region with the *CCNA_02931* ORF (burgundy arrow) on the *C. crescentus* genome. Potential TSS and the position of a putative “sense” ncRNA (named *CCNA_R0176*), both mapped from RNA-Seq data ⁷, are indicated. Lollipops indicate the position of YGCCGGCR motifs methylated by ScmA. The LexA box detected in this region (perfect match with the known GTTC(N7)GTTC LexA consensus from ⁸) is also shown (yellow box). **(B)** Schematics showing the two chromosomal regions cloned upstream of the *lacZ* gene in the *placZ290* vector (Promoter::*lacZ* transcriptional fusions). Red crosses indicate stop codons introduced in frame with the *vsrA* or *CCNA_02931* ORFs to prevent their translation. **(C)** β -galactosidase assays performed with cells cultivated in M2G minimal medium. **(D)** β -galactosidase assays performed with cells cultivated in PYE complex medium. For (C) and (D): The *placZ290* derivatives (pP1+P2::*lacZ290* and pP2::*lacZ290*) were introduced into *WT* (JC450) and $\Delta scmA$ (JC2005) *C. crescentus* cells. The resulting strains were cultivated in the indicated media until cultures reached an $0.1 < OD_{660nm} < 0.2$ and half of each culture was then UV-irradiated (100J/m² at 254nm as in ⁹ to induce an SOS response but using a Stratalinker UV Crosslinker Model 2400). Cells were then cultivated for 1.5-2 hours more (reaching $0.3 < OD_{660nm} < 0.4$) before β -galactosidase assays were performed. The plotted promoter activity values (in Miller units) are averages of 3 independent biological replicates. Error bars correspond to standard deviations ($\pm$ SD). Statistical significance comparing cells exposed or not to UVs were evaluated using a student’s *t*-test: ns = *P*-value > 0.05 .

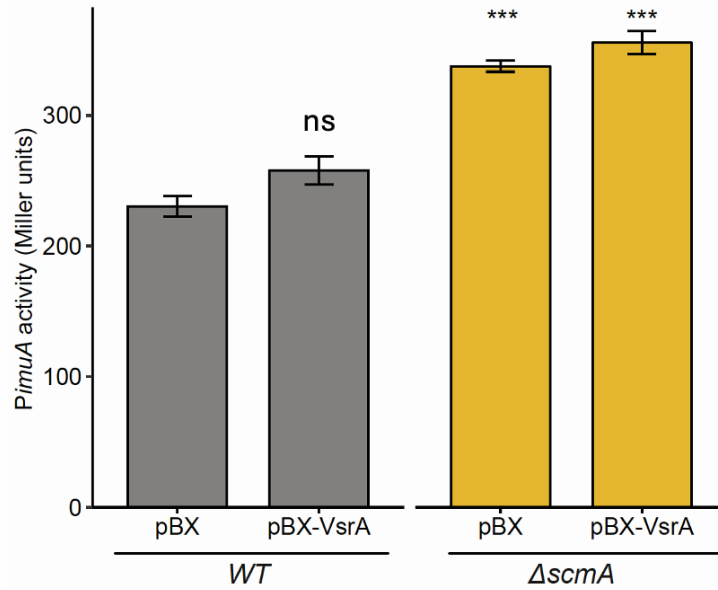

Figure S14: VsrA overproduction does not induce an SOS response. The p*PimU*::*lacZ*290 plasmid (SOS reporter) and the pBX-VsrA plasmid (or the pBX empty control vector) were introduced into *WT* (JC450) and Δ *scmA* (JC2005) *C. crescentus* cells. The resulting strains were cultivated in M2G medium with 0.3% xylose until cultures reached an $0.15 < OD_{660nm} < 0.35$ and β -galactosidase assays were then performed. The plotted *PimU* activity values (in Miller units) are averages of 2-3 independent biological replicates, each with two technical replicates. Error bars correspond to standard deviations ($\pm$ SD). Statistically significant differences compared to *WT* cells with the pBX empty vector using a student's *t*-test is indicated as follows: ns = *P*-value > 0.05 ; *** = *P*-value < 0.001).

Supplementary Tables:

Table S1: Bacterial strains used in this study

Genotype	Description	Given name	Reference/Origin
<i>Caulobacter crescentus</i>			
NA1000 (WT)	Synchronizable derivative of wild-type strain CB15 (named NA1000 or CB15N)	JC450	¹⁰
NA1000 Δ <i>scmA</i>	NA1000 with <i>scmA</i> (CCNA_01085) deletion	JC2005	This study
NA1000 Δ <i>vsrA</i>	NA1000 deleted for <i>vsrA</i> (CCNA_02930)	JC2540	This study
NA1000 Δ <i>scmA</i> Δ <i>vsrA</i>	NA1000 Δ <i>scmA</i> deleted for <i>vsrA</i>	JC2542	This study
NA1000 Δ <i>mutS</i>	NA1000 deleted for <i>mutS</i> (CCNA_00012)	JC1427	¹
NA1000 Δ <i>scmA</i> Δ <i>mutS</i>	NA1000 Δ <i>scmA</i> deleted for <i>mutS</i>	JC2987	This study
NA1000 Δ <i>mutL</i>	NA1000 deleted for <i>mutL</i> (CCNA_00731)	JC1426	¹
NA1000 Δ <i>scmA</i> Δ <i>mutL</i>	NA1000 Δ <i>scmA</i> deleted for <i>mutL</i>	JC2474	This study
NA1000 Δ 2876	NA1000 deleted for CCNA_02876	JC2539	This study
NA1000 Δ <i>scmA</i> Δ 2876	NA1000 Δ <i>scmA</i> deleted for CCNA_02876	JC2541	This study
NA1000 <i>PimuA::mCherry</i>	NA1000 carrying a <i>PimuA::mCherry</i> transcriptional fusion at <i>imuA</i> native locus	JC3104	This study
NA1000 Δ <i>scmA</i> <i>PimuA::mCherry</i>	NA1000 Δ <i>scmA</i> carrying a <i>PimuA::mCherry</i> transcriptional fusion at <i>imuA</i> native locus	JC3105	This study
NA1000 Δ <i>vsrA</i> <i>PimuA::mCherry</i>	NA1000 Δ <i>vsrA</i> carrying a <i>PimuA::mCherry</i> transcriptional fusion	JC3107	This study
NA1000 Δ <i>scmA</i> Δ <i>vsrA</i> <i>PimuA::mCherry</i>	NA1000 Δ <i>scmA</i> Δ <i>vsrA</i> carrying a <i>PimuA::mCherry</i> transcriptional fusion at <i>imuA</i> native locus	JC3109	This study
NA1000 <i>PbapE::mCherry</i>	NA1000 carrying a <i>PbapE::mCherry</i> transcriptional fusion at <i>bapE</i> native locus	JC2813	This study
NA1000 Δ <i>scmA</i> <i>PbapE::mCherry</i>	NA1000 Δ <i>scmA</i> carrying a <i>PbapE::mCherry</i> transcriptional fusion at <i>bapE</i> native locus	JC2814	This study
NA1000 Δ <i>scmA</i> Δ <i>vsrA</i> <i>PbapE::mCherry</i>	NA1000 Δ <i>scmA</i> Δ <i>vsrA</i> carrying a <i>PbapE::mCherry</i> transcriptional fusion at <i>bapE</i> native locus	JC2815	This study
NA1000 <i>GFP::vsrA</i>	NA1000 carrying a <i>GFP::vsrA</i> translational fusion at <i>vsrA</i> native locus	JC2860	This study
NA1000 Δ <i>scmA</i> <i>GFP::vsrA</i>	NA1000 Δ <i>scmA</i> carrying a <i>GFP::vsrA</i> translational fusion at <i>vsrA</i> native locus	JC2861	This study
NA1000 Δ <i>mutS</i> <i>GFP::vsrA</i>	NA1000 Δ <i>mutS</i> carrying a <i>GFP::vsrA</i> translational fusion at <i>vsrA</i> native locus	JC3072	This study
NA1000 Δ <i>scmA</i> Δ <i>mutS</i> <i>GFP::vsrA</i>	NA1000 Δ <i>scmA</i> Δ <i>mutS</i> carrying a <i>GFP::vsrA</i> translational fusion at <i>vsrA</i> native locus	JC3075	This study

NA1000 SpecR	NA1000 with pVGFPC-1 inserted at the <i>vanA</i> locus to confer SpecR	JC2985	This study
NA1000 GentR	NA1000 with pVGFPC-4 inserted at the <i>vanA</i> locus to confer GentR	JC2983	This study
NA1000 Δ <i>scmA</i> GentR	NA1000 Δ <i>scmA</i> with pVGFPC-4 inserted at the <i>vanA</i> locus to confer GentR	JC2984	This study
NA1000 Δ <i>scmA</i> Δ <i>vsrA</i> GentR	NA1000 Δ <i>scmA</i> Δ <i>vsrA</i> with pVGFPC-4 inserted at the <i>vanA</i> locus to confer GentR	JC3049	This study
<i>Escherichia coli</i>			
F- <i>mcrA</i> Δ (<i>mrr-hsdRMS-mcrBC</i>) ϕ 80 <i>lacZ</i> Δ M15 <i>AlacX74 nupG recA1 araD139</i> Δ (<i>ara-leu</i>)7697 <i>galE15 galK16 rpsL(Str^R) endA1t</i>	Used for cloning procedures	TOP10	Invitrogen
F <i>cya</i> -99 <i>araD139 galE15 galK16 rpsL1 (Str^R) hsdR2 mcrA1 mcrB1</i>	Adenylate cyclase-deficient <i>E. coli</i> strain used for bacterial adenylate cyclase two-hybrid assays (BACTH)	BTH101	Euromedex

Table S2: Plasmids constructed and/or used during this study

Plasmid name	Description	Strain name with this plasmid	Reference
pBXMCS-2	Medium copy number vector with pBBR1 origin (Kan ^R)	LS4421	¹¹
pBX-1motif	pBXMCS-2 plasmid containing a 2200 bp insert flanked by HpaII sites and containing a single YGCCGGCR motif (CGCCGGCG) (KanR)	JC3051	This study
pBX-VsrA	pBXMCS-2 plasmid containing the <i>vsrA/CCNA_02930</i> ORF under the control of the P _{xylX} promoter (KanR)	JC2673	This study
pNPTS138	Suicide vector carrying the <i>sacB</i> gene, with ColEI origin and <i>oriT</i> (KanR) used as a tool to delete/mutate genes in <i>C. crescentus</i> (cannot replicate in <i>C. crescentus</i>)	JC473	D. Alley, unpublished
pNPTS138:: Δ <i>scmA</i>	pNPTS138 containing <i>scmA</i> flanking regions and used to create the <i>scmA</i> deletion (KanR)	JC1999	This study
pNPTS138:: Δ <i>vsrA</i>	pNPTS138 containing <i>vsrA</i> flanking regions and used to create the <i>vsrA</i> deletion (KanR)	JC2496	This study
pNPTS138:: Δ <i>mutS</i>	pNPTS138 containing <i>mutS</i> flanking regions and used to create the <i>mutS</i> deletion (KanR)	JC1282	¹
pNPTS138:: Δ <i>mutL</i>	pNPTS138 containing <i>mutL</i> flanking regions and used to create the <i>mutL</i> deletion (KanR)	JC1283	¹

pNPTS138::Δ2876	pNPTS138 containing <i>CCNA_02876</i> flanking regions and used to create the <i>CCNA_02876</i> deletion (KanR)	JC2495	This study
pCHYC-1	Vector with ColEI origin (not functional in <i>C. crescentus</i>) and <i>oriT</i> (SpecR, StrepR) used to generate C-terminal mCherry protein fusions and used as template to amplify <i>mCherry</i> to construct pNPTS138::PimuA::mCherry	LS4218	¹¹
pNPTS138::PimuA::mCherry	pNPTS138 derivative used to insert <i>mCherry</i> under the control of the native <i>imuA</i> promoter in the <i>C. crescentus</i> chromosome (KanR)	JC3099	This study
pNPTS138::PbapE::mCherry	pNPTS138 derivative used to insert <i>mCherry</i> under the control of the native <i>bapE</i> promoter in the <i>C. crescentus</i> chromosome (KanR)	JC2792	This study
pGFPC-1	Vector with ColEI origin (not functional in <i>C. crescentus</i>) and <i>oriT</i> used to amplify the <i>GFP</i> gene to construct pNPTS138::GFP::vsaA (SpecR, StrepR)	LS4213	¹¹
pNPTS138::GFP::vsaA	pNPTS138 derivative used to insert <i>GFP::vsaA</i> at the native <i>vsaA</i> locus (KanR)	JC2852	This study
pVGFP-1	Vector with ColEI origin (not functional in <i>C. crescentus</i>) and <i>oriT</i> and with the <i>vanA</i> promoter used to confer SpecR resistance once integrated at the native <i>vanA</i> locus on the <i>C. crescentus</i> chromosome (SpecR, StrepR)	LS4229	¹¹
pVGFP-4	Vector with ColEI origin (not functional in <i>C. crescentus</i>) and <i>oriT</i> and with the <i>vanA</i> promoter used to confer GentR resistance once integrated at the native <i>vanA</i> locus on the <i>C. crescentus</i> chromosome (GentR)	LS4340	¹¹
placZ290	Low copy number vector with RK2 origin and <i>oriT</i> , used to create <i>lacZ</i> transcriptional fusions (Tet ^R)	JC452	¹²
pPimuA::lacZ290	<i>placZ290</i> derivative with <i>imuA</i> (<i>CCNA_03319</i>) promoter inserted upstream of <i>lacZ</i> (TetR)	JC1053	¹³
pP1+P2::lacZ290	<i>placZ290</i> derivative with the 754 bp promoter region upstream of the <i>vsaA/CCNA_02930</i> ORF inserted upstream of <i>lacZ</i> (TetR)	JC3419	This study
pP2::lacZ290	<i>placZ290</i> derivative with the 452 bp promoter region upstream of the <i>vsaA/CCNA_02930</i> ORF inserted upstream of <i>lacZ</i> (TetR)	JC3418	This study
pUT18	High copy number vector with ColEI origin, used for BACTH C-terminal T18 fusions (AmpR)	JC2135	Euromedex
pKT25	Medium copy number vector with p15A origin, used for BACTH C-terminal T25 fusions (KanR)	JC2138	Euromedex

pUT18.zip	pUT18 encoding T18-leucine zipper from yeast GCN4 (AmpR)	JC2137	Euromedex
pKT25.zip	pKT25 encoding T25-leucine zipper from yeast GCN4 (KanR)	JC2139	Euromedex
pUT18:: <i>mutS</i>	pUT18 encoding MutS-T18 (AmpR)	JC3030	This study
pUT18:: <i>mutL</i>	pUT18 encoding MutL-T18 (AmpR)	JC3031	This study
pKT25:: <i>vsrA</i>	pKT25 encoding VsrA-T25 (KanR)	JC3038	This study

Table S3: Oligonucleotides used during this study. Relevant restriction sites of indicated restriction endonucleases are underlined.

Primer name	Sequence (5' to 3')	Used for
NM210	AATAAGCTTCCGGCCACAAGCCGATCGTC (HindIII)	construction of pBX-1 motif
NM211	AAAAGGTACCAGAACGACGCCGGCG (KpnI)	
NM212	ATGGTACCCTCAGGTCGATCAGGCTG (KpnI)	
NM213	ATACTAGTCCGGGAATCCGCAGC (SpeI)	
NM91	ATACATATGTGTCCGGGCGATGG (NdeI)	Construction of pBX-VsrA
NM92	ATAGAATTCTCATCCGTCGACTGCGTCG (EcoRI)	
TC79	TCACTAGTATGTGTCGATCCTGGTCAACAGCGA (SpeI)	construction of pNPTS138::Δ <i>scmA</i>
TC80	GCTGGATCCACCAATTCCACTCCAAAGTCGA (BamHI)	
TC81	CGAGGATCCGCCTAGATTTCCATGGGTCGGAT (BamHI)	
TC82	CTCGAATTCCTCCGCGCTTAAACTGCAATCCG (EcoRI)	
NM31	GGACTAGTGCAGAGAGGACATTGTCCATGC (SpeI)	construction of pNPTS138::Δ <i>vsrA</i>
NM32	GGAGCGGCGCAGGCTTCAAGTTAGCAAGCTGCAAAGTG	
NM33	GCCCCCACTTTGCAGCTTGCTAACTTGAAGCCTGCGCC	
NM34	ATGGATCCTGACCTTCCGGGTGGGAACCTG (BamHI)	
NM27	GGACTAGTTTGCCGAAAAACGCCTCCATC (SpeI)	construction of pNPTS138::Δ2876
NM28	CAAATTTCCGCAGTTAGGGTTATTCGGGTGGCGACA TC	
NM29	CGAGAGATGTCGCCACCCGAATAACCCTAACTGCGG AAA	
NM30	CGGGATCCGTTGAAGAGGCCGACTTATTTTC (BamHI)	
NM218	GGACTAGTTGGGCTGACAGATCGGAAG (SpeI)	construction of pNPTS138::PimuA::mCherry
NM219	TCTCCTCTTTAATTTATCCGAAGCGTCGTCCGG	
NM220	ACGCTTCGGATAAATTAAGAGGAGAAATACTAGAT GGTGAGCAAGGGCGAGGA	
NM221	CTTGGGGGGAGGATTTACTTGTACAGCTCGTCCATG	
NM222	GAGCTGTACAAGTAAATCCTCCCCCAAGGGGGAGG AG	
NM223	ATAGAATTCGGCGCAATGGCGAGGTCC (EcoRI)	
NM114	GGACTAGTGTTAGCCATCGCGCTTTTCTG (SpeI)	
NM115	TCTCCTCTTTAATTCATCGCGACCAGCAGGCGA	

NM116	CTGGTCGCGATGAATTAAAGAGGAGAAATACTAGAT<br>GGTGAGCAAGGGCGAGGA	construction of<br>pNPTS138:: <i>PbapE</i> ::<br><i>mCherry</i>
NM117	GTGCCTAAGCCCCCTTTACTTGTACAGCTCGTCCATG	
NM118	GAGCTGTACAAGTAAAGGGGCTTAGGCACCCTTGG	
NM119	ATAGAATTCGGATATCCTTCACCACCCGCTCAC<br>(EcoRI)	
NM169	GGACTAGTCTGGAGGTTAACGCGTGGCA (SpeI)	construction of<br>pNPTS138:: <i>GFP</i> :: <i>vsrA</i>
NM170	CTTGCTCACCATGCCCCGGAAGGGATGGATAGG	
NM171	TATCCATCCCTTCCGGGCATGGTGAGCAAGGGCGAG<br>GA	
NM172	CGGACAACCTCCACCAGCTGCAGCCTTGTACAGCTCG<br>TCCATG	
NM173	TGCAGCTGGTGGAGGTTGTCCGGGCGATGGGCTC	
NM174	ATAGAATTCGCGCAGGCTTCAAGGATCAG (EcoRI)	
NM201	AAAAAAGGATCCCAACGCCACGCCACGCC (BamHI)	construction of<br>pUT18:: <i>mutS</i>
NM202	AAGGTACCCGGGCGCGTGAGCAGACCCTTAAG (KpnI)	
NM203	AAAAGGATCCCCCATCCGCCGCCTGCC (BamHI)	construction of<br>pUT18:: <i>mutL</i>
NM204	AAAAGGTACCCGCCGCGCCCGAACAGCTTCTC<br>(KpnI)	
NM205	AAAAGGATCCCTGTCCGGGCGATGGGCTC (BamHI)	construction of<br>pKT25:: <i>vsrA</i>
NM206	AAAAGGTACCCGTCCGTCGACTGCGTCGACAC (KpnI)	
NPJC30	ACTGAAGCTTTTACGGGCGGAGCCCATC (HindIII)	construction of<br>pP1+P2:: <i>lacZ290</i> and<br>pP2:: <i>lacZ290</i>
NPJC31	CTCAGAATTCACATAGTCCATGCAGGCCCT (EcoRI)	construction of<br>pP2:: <i>lacZ290</i>
NPJC32	CTCAGAATTCGCGAACCATGTCGAGCCTGT (EcoRI)	construction of<br>pP1+P2:: <i>lacZ290</i>

Supplementary References:

1. Chai, T., Terrettaz, C., and Collier, J. (2021). Spatial coupling between DNA replication and mismatch repair in *Caulobacter crescentus*. *Nucleic Acids Res* 49, 3308-3321. 10.1093/nar/gkab112.
2. Jumper, J., Evans, R., Pritzel, A., Green, T., Figurnov, M., Ronneberger, O., Tunyasuvunakool, K., Bates, R., Zidek, A., Potapenko, A., et al. (2021). Highly accurate protein structure prediction with AlphaFold. *Nature* 596, 583-589. 10.1038/s41586-021-03819-2.
3. Varadi, M., and Velankar, S. (2023). The impact of AlphaFold Protein Structure Database on the fields of life sciences. *Proteomics* 23, e2200128. 10.1002/pmic.202200128.
4. Tsutakawa, S.E., Jingami, H., and Morikawa, K. (1999). Recognition of a TG mismatch: the crystal structure of very short patch repair endonuclease in complex with a DNA duplex. *Cell* 99, 615-623. 10.1016/s0092-8674(00)81550-0.
5. Tsutakawa, S.E., Muto, T., Kawate, T., Jingami, H., Kunishima, N., Ariyoshi, M., Kohda, D., Nakagawa, M., and Morikawa, K. (1999). Crystallographic and functional studies of very short patch repair endonuclease. *Mol Cell* 3, 621-628. 10.1016/s1097-2765(00)80355-x.
6. Meng, E.C., Goddard, T.D., Pettersen, E.F., Couch, G.S., Pearson, Z.J., Morris, J.H., and Ferrin, T.E. (2023). UCSF ChimeraX: Tools for structure building and analysis. *Protein Sci* 32, e4792. 10.1002/pro.4792.
7. Bharmal, M.H., Aretakis, J.R., and Schrader, J.M. (2020). An Improved *Caulobacter crescentus* Operon Annotation Based on Transcriptome Data. *Microbiol Resour Announc* 9. 10.1128/MRA.01025-20.
8. da Rocha, R.P., Paquola, A.C., Marques Mdo, V., Menck, C.F., and Galhardo, R.S. (2008). Characterization of the SOS regulon of *Caulobacter crescentus*. *J Bacteriol* 190, 1209-1218. JB.01419-07 [pii] 10.1128/JB.01419-07.
9. Modell, J.W., Hopkins, A.C., and Laub, M.T. (2011). A DNA damage checkpoint in *Caulobacter crescentus* inhibits cell division through a direct interaction with FtsW. *Genes Dev* 25, 1328-1343. 10.1101/gad.203891.
10. Evinger, M., and Agabian, N. (1977). Envelope-associated nucleoid from *Caulobacter crescentus* stalked and swarmer cells. *J Bacteriol* 132, 294-301.
11. Thanbichler, M., Iniesta, A.A., and Shapiro, L. (2007). A comprehensive set of plasmids for vanillate- and xylose-inducible gene expression in *Caulobacter crescentus*. *Nucleic Acids Res* 35, e137. gkm818 [pii] 10.1093/nar/gkm818.
12. Gober, J.W., and Shapiro, L. (1992). A developmentally regulated *Caulobacter* flagellar promoter is activated by 3' enhancer and IHF binding elements. *Mol Biol Cell* 3, 913-926.
13. Galhardo, R.S., Rocha, R.P., Marques, M.V., and Menck, C.F. (2005). An SOS-regulated operon involved in damage-inducible mutagenesis in *Caulobacter crescentus*. *Nucleic Acids Res* 33, 2603-2614. 33/8/2603 [pii] 10.1093/nar/gki551.

# Supplementary material for: Cytosine methylation contributes to the fitness of Caulobacter cells naturally expressing a Vsr-like protein
**Source:** iScience. 2026 Jan 20;29(2):114749. doi: 10.1016/j.isci.2026.114749
**Supplement:** Data S1. Interactive volcano plot corresponding to RNA-seq results comparing the transcriptome of ΔscmA ΔvsrA (JC2542) and ΔvsrA (JC2540) cells, related to Figure 3B — Black and red dots correspond to genes that were significantly misregulated (adjusted p value < 0.05 and log2FC ≥ 1 in red for “upReg” or log2FC ≤ −1 in black for “downReg”); gray dots correspond to genes that were not significantly misregulated (“nonDE”: adjusted p value > 0.05 or −1<log2FC < 1).

glimmaXY

How the deposited data were processed for this re-analysis (not part of the article)

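Gene expression was compared between *ΔvsrA* and *ΔscmA ΔvsrA* cells of *C. crescentus* NA1000, with 3 cultures of each grown in M2G medium. The authors trimmed the reads with Cutadapt (version 2.5), removed reads matching rRNA and reads of low complexity, aligned the rest with STAR (version 2.5.3a) to ASM2200v1 and counted them per gene with htseq-count (version 0.9.1). The deposited table holds whole-number counts per gene, neither scaled nor filtered, in 4171 entries. Of these, 5 entries name no gene and were left out of library sizes and tests. Of all reads in the table, reads in no annotated feature made up 5.52% to 5.99% per library, ambiguous reads 5.03% to 5.27%, reads not aligned 0.725% to 0.898% and reads aligned to more than one place 2.91% to 3.22%. The paper does not state the strand setting of the counting, so reads of overlapping and antisense genes were not taken as separated.

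From the counts, genes with at least 1 CPM in at least 3 libraries were kept (3993 of 4166, with 42 genes at 0 in every library), library sizes were scaled by TMM, and strains were compared with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3), with no covariate. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change at or beyond 1 or -1, the study's thresholds. The standard error is the absolute log2 fold change divided by the square root of the F statistic, and 95% intervals use the test's degrees of freedom. Log2 CPM used a prior count of 3, as in the study. The 6 libraries held between 30450214 and 47732853 gene counts. The test was run on counts simulated from the real genes' levels and spread with added changes of known size, and 6 of 3790 unchanged genes passed an adjusted p of 0.05.

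Lists of genes were fixed from annotation and from Table S4 before the deposited counts were opened and tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01, with fry and an estimated correlation beside it. Values of part of Table S5, which come from the same 6 libraries, had been seen when the lists and the rule for named genes were set. Named are every gene past an adjusted p of 0.05, the genes that the study names for its RNA-seq comparisons or in Fig. 1A, the 10 genes of Table S4's list with the largest fold change there, the 10 genes per direction with the smallest p that did not pass, up to 4 genes per list with the smallest p, and the 10 genes with the largest spread within strains. Genes beyond that rule (*rsaA*, *lexA*, *sidA*, *higB*, *nasC*, *nirB*, *nrtA*, *CCNA_02418*, *CCNA_02874*, the *qox* and *cox* genes, the genes that bound the runs of varying genes and the motif genes of Table S4) were chosen after their values were seen or to complete a group. Gene names and places come from the paper's tables and from the RefSeq table of the same assembly, which held 4085 of the 4166 identifiers.

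Alternatives were median-of-ratios size factors, DESeq2 (1.42.0), limma on log2 CPM without and with a trend, no filter on low counts, at least 10 counts in every library, protein-coding genes only, each library left out in turn, the replicate letter as a block, and other thresholds and lists. One more, a surrogate variable from sva (3.50.0) as a covariate, was added once the first principal component had been seen. Genes with a YGCCGGCR motif upstream could not be tested as a genome-wide set, since no genome sequence was at hand and the part of Table S5 that could be read names no motifs.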

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

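The tests in this part were chosen after the counts of the deleted genes were seen. Reads were assigned to *vsrA* in all 6 libraries although both strains are deleted for it, a signal that the paper does not discuss. The level was 25.7 CPM, 31.3 CPM and 25.0 CPM in the *ΔvsrA* libraries A, B and C and 28.7 CPM, 27.9 CPM and 22.7 CPM in the *ΔscmA ΔvsrA* libraries A, B and C. The mean log2 CPM over the 6 libraries was 4.74, where the paper's value for wild-type cells in Table S4, from other libraries and with another prior count, is 4.50, so the level was 118% of the paper's wild-type level. For *scmA* in its own deletion, 6.92% of the level in *ΔvsrA* cells was left, a far smaller share. The origin of those reads is not known, and a share of the level of *scmA* need not hold for *vsrA*. The values therefore cannot exclude misassigned reads. Reads from a part of the open reading frame kept in the deletion may account for the counts, which cannot be tested without the positions of reads. The RNA gene *CCNA_R0176* covers 21.7% of the *vsrA* coding length on the same strand, but the counts set ambiguous reads apart. Reads inside the overlap would account for the *vsrA* counts only if the counting gave them to *vsrA*, and the paper does not state its mode. No biological explanation was tested. The paper reports genotyping of its deletion strains by colony PCR and an SOS response at the basal level in *ΔscmA ΔvsrA* cells (Figs. 4 and S5). That response was measured with reporters in PYE medium, not in the M2G cultures sequenced here. In the 6 libraries, none of the 39 measured induced genes passed the test, so the counts do not show that an intact *vsrA* was kept.

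Reads were also assigned to *scmA* in the strain deleted for it, at 24.5 CPM, 22.2 CPM and 23.6 CPM in the *ΔscmA ΔvsrA* libraries A, B and C.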

How the results depend on the processing

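The surrogate variable as a covariate and the tests over other splits of the libraries were chosen after the result was seen. Both thresholds were passed by 2 genes under each of the settings run, *scmA* and *CCNA_01084* each time, and 3 genes passed the adjusted p alone in DESeq2. With 1 library left out, the number of genes past both thresholds ranged from 2 to 2 and past the adjusted p from 2 to 2, the log2 fold change of *scmA* from -3.90 to -3.80, that of *CCNA_01084* from -2.23 to -2.04, the p of the induced genes as a set from 0.0835 to 0.985, and the number of lists past camera from 0 to 6. Camera's p for the induced genes was 0.785 with the replicate block, 0.657 for the 21 genes of the DNA damage response alone and 0.260 for those with the largest values in Table S4. It was 0.394 without *ΔvsrA* replicate C and 0.357 without *ΔscmA ΔvsrA* replicate B. Each of these had the opposite sign and none passed 0.05. The number of lists past camera was 5, against 2 with DESeq2 (the phage-like cluster and the *scmA* neighbours), 1 with the surrogate variable (the *scmA* neighbours, so none of the 5) and 0 with an estimated correlation, and the cause was not tested. Of 1725 values of the other 116 named genes under these settings, 1677 kept their sign and side of the threshold, 47 changed sign without passing the test on either side, and *CCNA_02154* passed in DESeq2.

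Libraries of one replicate letter resembled each other in part. Deviations from the strain means correlated at 0.777 for the letter A, 0.876 for B and -0.295 for C, across 3993 genes, which are not independent replicates. *ΔvsrA* replicates A and B correlated best with their own letter, and *ΔvsrA* replicate C with *ΔscmA ΔvsrA* replicate A (0.709). *ΔvsrA* replicate B also correlated with *ΔscmA ΔvsrA* replicate C (0.490). The correlations thus followed the division of the libraries by the level of *qoxB* and do not by themselves show a pairing by letter. The second principal component of log2 CPM held 17.7% of the variance and kept the same order of letters in both strains. It was 6.79, 13.0 and -3.80 in the *ΔvsrA* libraries A, B and C and -2.85, 1.75 and -14.9 in the *ΔscmA ΔvsrA* libraries. For each letter the *ΔscmA ΔvsrA* value lay below the *ΔvsrA* value, so this component varied with the strain as well as with the letter. With the letter as a replicate block, 2 genes passed both thresholds and 2 the adjusted p, and *fixK* came next (adjusted p = 0.119 from edgeR). The 10 splits of 6 libraries into 3 and 3 are too few for a share under 0.05. The 2 strains gave 2 genes past both thresholds and 2 past the adjusted p, counts reached by 2 splits each, and the highest other split gave 97 and 834. That split sets *ΔvsrA* A and C and *ΔscmA ΔvsrA* A against the rest, which points to a structure of the samples, and it holds 2 of the 3 libraries of each strain on opposite sides, so that it overlaps in part with the genotype. For lists past camera the strains gave 5, reached by 5 splits, and the highest other gave 9. For the induced genes the strains gave a camera p of 0.838, and 9 splits gave a value as small, the lowest being 4.16e-04. The alternatives for a genome-wide set of genes with a motif upstream were not run, for want of a genome sequence or a motif for each gene.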

Other observations

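The tests in this part were chosen after the values were seen. Cultures of the same strain differed in sets of genes that include some for respiration and iron uptake, and no test of these functions was made. Not all such genes differed, as the iron-regulated outer membrane protein gene *CCNA_01196*. It had 121 CPM, 111 CPM and 110 CPM in the *ΔvsrA* libraries A, B and C and 107 CPM, 92.2 CPM and 99.1 CPM in the *ΔscmA ΔvsrA* libraries. Over the 18 genes *CCNA_01844* to *CCNA_01861*, with the quinol oxidase genes *qoxA* to *qoxD*, a two-component system and receptors for iron complexes, the median log2 CPM was 4.24, 9.70 and 4.31 in the *ΔvsrA* libraries A, B and C and 4.36, 9.75 and 9.72 in the *ΔscmA ΔvsrA* libraries A, B and C. The 5 genes *CCNA_03614* to *CCNA_03618* had 5.30, 9.77 and 5.24 and then 5.31, 9.92 and 9.73 in the same order. For 7 genes of the aa3 cytochrome oxidase, the median was 9.06, 7.87 and 9.13 and then 9.14, 7.86 and 7.48. Among them, *CCNA_03415* did not follow this order, with 6.87, 7.12 and 7.07 and then 6.99, 7.41 and 7.48. The median of the last library is its value. The run of 18 genes took 2.27% of the gene counts in *ΔvsrA* B and 0.0784% in *ΔvsrA* A. The first principal component of log2 CPM, with 74.1% of the variance, was 16.4, -16.7 and 19.6 and then 17.6, -19.3 and -17.7, and the paper does not report the difference.

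An exchange of libraries between the strains would carry the *scmA* level along, but the lowest *scmA* level labelled *ΔvsrA* was 12.8 times the highest labelled *ΔscmA ΔvsrA*. A day or batch shared by libraries of one letter would hold each letter together, while the C libraries differed by 5.41 in the median of the run. The deletion of *scmA* would put the *ΔscmA ΔvsrA* libraries above the others, and the lowest of them lay below the highest *ΔvsrA* library (difference -5.34). A batch that does not follow the letters, a difference in the state of the cultures, such as oxygen or iron supply, or a variant that arose in some of the cultures stays open and was not tested.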
